# Transcriptomic Changes Underlying the Anti-Steatotic Effects of DHA Supplementation in Aged Obese Female Mice

**DOI:** 10.3390/ijms262311689

**Published:** 2025-12-02

**Authors:** Álvaro Pejenaute Martínez de Lizarrondo, Paula Martín-Climent, María Martínez-Rubio, Jesús Saborido-Gavilán, Neira Sáinz, Elisa Félix-Soriano, Miriam Samblas, Mónica Alfonso-Núñez, Elizabeth Guruceaga, M. Pilar Lostao, Pedro González-Muniesa, María J. Moreno-Aliaga

**Keywords:** obesity, docosahexaenoic acid, metabolic dysfunction-associated steatotic liver disease, lipid metabolism

## Abstract

The prevalence of metabolic dysfunction-associated steatotic liver disease (MASLD) increases with age and obesity. The aim of this study was to characterize the transcriptomic changes in liver underlying the beneficial effects of docosahexaenoic acid (DHA) supplementation on MASLD progression in aged obese female mice. Two-month-old C57BL/6J female mice were fed ad libitum with high fat saturated diet (HFD, 45%) for 4 months. These diet-induced obese (DIO) mice were divided into two groups: the DIO group that continued with HFD and the DIO + DHA mice fed up to 18 months with the HFD containing a DHA-rich concentrate. High quality RNA from liver was used to perform RNA sequencing analysis. Further functional and clustering analyses of differentially expressed genes (DEGs) in liver between treatments revealed that DHA regulated processes related to lipid metabolic processes. DHA treatment also affects the PPAR signaling pathway and the regulation of inflammatory response. These data suggest that long-term DHA supplementation ameliorates MASLD progression in aged obese female mice by promoting transcriptomic changes in genes related to lipid metabolism and inflammatory response.

## 1. Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) is the new name for non-alcoholic fatty liver disease (NAFLD), established by a multi-society Delphi consensus statement as a more appropriate term to correctly define the disease [1]. MASLD pathology is characterized by a broad spectrum of stages that ranges from simple steatosis, metabolic dysfunction-associated steatohepatitis (MASH), liver fibrosis, and cirrhosis to eventually hepatocellular carcinoma. Generally, most patients only suffer simple hepatic steatosis, which is characterized by fat accumulation in the liver without significant inflammation or fibrosis, and only a small fraction (5 to 10%) develop MASH [2], which is defined by liver lobular inflammation, severe steatosis, and hepatocyte ballooning [3]. The situation of chronic inflammation of MASH could result in the development of liver fibrosis, which is one of the main causes of death in MASH [4].

MASLD is a chronic liver disease that affects around 30% of the general population in the world, currently with a global prevalence of 25% [5], but it is estimated to grow to 55.7% in 2040, with the greatest increases expected to occur in women and smokers [6]. Overall, the alarming rate of its increase represents a challenge to the prevention and treatment of this disease. Also, the prevalence of MASLD increases with obesity, and is associated with metabolic alterations like type 2 diabetes, dyslipidemia, and metabolic syndrome (MetS) [7]. Another factor that critically influences MASLD prevalence and development is age, since with aging, the liver suffers structural and functional alterations that lead to the impairment of hepatic functions [8]. Although MASLD could appear at any age, in general, the prevalence of MASLD increases with age and older people with MASLD have a greater prevalence of liver fibrosis with a higher risk of mortality compared to younger patients with MASLD [9,10]. However, some studies have also reported that when studying MASLD prevalence and age, the prevalence reaches a peak and then starts to decline as the age increases [11].

Gender has also a great impact on MASLD incidence, clinical manifestations, and development. In general terms, men have a higher MASLD prevalence in fertile age and suffer more severe liver fibrosis. On the other hand, once MASLD appears, women display faster development, with increased inflammation and fibrosis [12]. During reproductive age, women have a significant lower risk of developing MASLD in comparison to men, but once they reach menopause, the prevalence of developing MASLD increases and is comparable to men’s prevalence [13]. Furthermore, postmenopausal women display an increased risk of severe liver inflammation and fibrosis compared to premenopausal women, with a similar severity as men [14]. Although there are several causes that can influence these sex differences, sex hormones have been suggested to play a key role in the development of MASLD, since they regulate lipid and glucose metabolism in the liver. Indeed, the deficiency of estrogen that occurs during menopause increases the risk of MASLD and hepatic fibrosis in women [15,16]. Since aging and menopause are critical factors that influence MASLD progression, the characterization of the molecular mechanisms that favors severe MASLD development during postmenopausal period is critical for finding adequate treatments.

Currently, there are no specific pharmacological treatments approved for MASLD. For this reason, lifestyle modifications such as weight loss, diet modification, and regular physical activity are the first and main approaches in the management of MASLD [17]. Several preclinical and clinical studies have shown the beneficial effects of omega-3 polyunsaturated fatty acids (n-3 PUFA), such as eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA), on improving MASLD. A previous study from our group showed that long-term DHA supplementation has relevant anti-steatotic effects in a MASLD model of aged obese female mice [18]. Similarly, another study showed that DHA supplementation in obese mice prevented lipid accumulation in the liver and increased fatty acid oxidation [19]. In clinical studies, randomized control trials have proven that n-3 PUFA supplementation significantly reduced liver steatosis and improved serum lipid profiles [20], reducing the incidence of liver disease [21]. Furthermore, in a pilot study, DHA supplementation not only improved fatty acid metabolism in the liver but also hepatic insulin sensitivity [22]. Considering all these results, n-3 PUFA diet supplementation has been proposed as a viable option in the prevention/treatment of MASLD [23].

Although the benefits of DHA are well established, the mechanisms underlying these effects remain largely unknown; therefore, the aim of this study was to characterize the transcriptomic changes in liver underlying the beneficial effects of DHA supplementation on MASLD progression in aged obese female mice.

## 2. Results

As previously described in other studies from our group, DHA supplementation in diet-induced obese (DIO + DHA) mice did not significantly affect body weight or body composition compared to a diet-induced obese (DIO) group fed only a high fat saturated diet (HFD) [18,24,25]. However, it significantly improved the serum lipid profile by reducing total and LDL-cholesterol levels [26]. Additionally, long-term DHA treatment had beneficial effects on liver health, including lower alanine aminotransferase (ALT) levels, reduced liver weight, and decreased hepatic triglyceride content [18], suggesting a delay in MASLD progression in 18-month-old obese female mice (Table S1). Moreover, red Sirius staining and quantitative analysis of histological images showed that the long-term partial replacement of saturated fat with DHA did not only prevent liver steatosis but also the hepatic fibrosis observed in the aged DIO female mice (Figure 1). Interestingly, all these effects of the DHA treatment on MASLD markers were observed in the absence of significant effects on food intake [25] or body composition (Table S1), suggesting a direct effect of the n-3 PUFAs supplementation on liver function.

In order to explore the mechanisms underlying the beneficial effects of DHA supplementation in MASLD, an RNA-seq study was performed to compare the hepatic transcriptome of the DIO and DIO + DHA groups. 

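Poly(A) RNA from the liver of 3 mice of the DIO group and 5 mice of the DIO + DHA group was sequenced, with 1 library per mouse. DIO mice are C57BL/6J females made obese by a high-fat diet with 45% of its energy as lipids, eaten for 4 months before the groups were formed. In the DIO + DHA diet, a fish oil concentrate with 683.4 mg of DHA per g replaced 15% by weight of the dietary lipids until the mice were 18 months old. The protocol was an adaptation of SCRB-seq, in which a primer with a sample barcode and a unique molecular identifier gives cDNA enriched in 3′ ends. The authors trimmed the reads, aligned them to GRCm39 with STAR and counted them on the exons of each GENCODE mouse release 33 gene with featureCounts 1.6.0, and deposited those counts without normalization. The counting command named no strand, so a read in a stretch shared with an antisense gene was not assigned by strand, and only unique alignments were counted. Whether reads with the same molecular identifier were collapsed is not stated, and counting errors below treat each count as independent. The libraries of DIO replicates 1, 4 and 5 held 1723800, 5524472 and 5690347 counts. Those of the DIO + DHA group held 2846357 to 5080759 counts, with a median of 4226285. A gene was kept unless its count was below 5 in more than 50% of the libraries of each group, following the paper's methods, which left 12412 of 56884 genes. Library sizes were scaled by the TMM method, expression was given as CPM, the count of a gene scaled to a common library total, and differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The common biological coefficient of variation was 0.0801.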

A comparison of the DIO and DIO + DHA groups revealed clear differences between samples. 

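Between libraries of the same group, the 1210 genes with a mean of at least 100 CPM had a median coefficient of variation of 6.01% in the DIO group (n = 3) and 6.34% in the DIO + DHA group (n = 5). Counting error alone would give 3.82% and 3.54%. Each pair of libraries of a group differed by more than counting error, with a mean chi-square per degree of freedom of 3.02 for the closest pair and 11.5 for the farthest. Pairs from different groups had values from 24.8 to 46.6.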

When visualized in two dimensions through principal component analysis (PCA), the data showed a distinct separation between the two groups forming two well-defined clusters, highlighting clear differences in global gene expression profiles (Figure S1).

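The first principal component of log2 CPM over the tested genes, each centred and scaled to unit variance, held 28.7% of the variance and the second held 16.0%. All 3 DIO libraries lay at negative scores on the first component, from -99.2 to -52.5, and all 5 DIO + DHA libraries at positive scores, from 37.9 to 48.2. The difference of the group means gave p = 0.0179 in an exact two-sided permutation test, the smallest p that the 56 splits of 8 libraries into 3 and 5 allow. The second component did not separate the groups (exact permutation p = 0.625). The share on the first component moved most when only the 500 genes of largest variance were used, centred without scaling, which gave 76.0%. Without the genes of other tissues and those with an absolute log2 fold change above 2, it was 27.6% with scaling. Under scaling, a gene with a large fold change weighs no more than any other gene. The small move therefore does not tell whether RNA of other tissues drives the separation.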

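With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1883 of the tested genes had an adjusted p under 0.05 between the DIO + DHA and DIO libraries, with a median absolute log2 fold change of 0.63. With limma-voom, the test of the paper's methods, 860 genes had a log-odds B above 0, with a median absolute log2 fold change of 0.85, and 856 genes passed both. Among the genes called by edgeR, 1598 had no overlap between the libraries of the groups, and among all tested genes 2286 had none, where chance gives 3.57% of genes. No other split of the 8 libraries gave more than 1 gene by edgeR or more than 35 genes at B above 0. The limma-voom number moved most with an adjusted p under 0.05 in place of B, which gave 1862 genes.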

Differential expression analysis identified 885 differentially expressed genes (DEGs) between the DIO and DIO + DHA groups (using as threshold B > 0). Among these genes, 472 were upregulated and 413 were downregulated (Figure 2a). 

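At B above 0, 463 genes were higher and 397 lower in the DIO + DHA group, and with edgeR 979 were higher and 904 lower. The edgeR balance tipped the other way under another scaling, under the filterByExpr filter of edgeR and with 10 counts required in every library. The higher genes with the smallest p-values whose libraries did not overlap were Acta1, Tnnt3, Tcap, Tnni2 and Cox6a2. Acta1 (ENSMUSG00000031972.6, chromosome 8, 124618508 to 124621490) was at 11.8 ± 0.274 CPM (SD, n = 3) in the DIO group and 545 ± 20.7 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of 5.53 (standard error 0.10, adjusted p = 1.6e-44 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These 5 genes encode proteins of skeletal muscle, and the summed CPM of 50 listed skeletal muscle genes rose in the same libraries. Among the lower genes, Orm2 fell by 1.94 and Steap4 by 1.73 on the log2 scale, with adjusted p-values of 7.9e-28 and 8.9e-23 from the same edgeR test. Of the 5 higher genes with the largest fold changes, Krt13, Trim63, Eef1a2 and Lgals7 had 0 counts in every DIO library. Against a floor of 3 counts, they were at least 67.2-fold, 35.8-fold, 29.0-fold and 26.1-fold higher in the DIO + DHA group. The fifth, Krt4, had 1 count in the DIO libraries and 508 in the DIO + DHA libraries, a ratio of 335 with a 95% exact counting interval of 59.8 to 13240. The lower genes with the largest changes were Ccl4, Evl, Gzmk, Rgs1 and Ciart, with log2 fold changes of -2.95, -2.78, -2.45, -2.32 and -2.26. Ciart is a clock gene, and other clock genes were also lower in these libraries. The value of Rgs1 was -3.56 without DIO + DHA replicate 6 and -1.94 without DIO + DHA replicate 1, and that of Evl, whose exons an antisense gene overlaps over 9.46% of their length, was -3.54 without DIO + DHA replicate 1.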

Expression changes were measured as log_2_ fold change (Log_2_FC), with positive values denoting upregulation and negative values downregulation. 

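Gene types were those of the paper's result table for the 1999 rows read of it, and those of GENCODE mouse release 39 for the other genes. For genes in those rows, the types are therefore not an independent check of the paper's. Of the genes with B above 0 in the comparison of the DIO + DHA and DIO libraries, 813 were protein-coding and 36 were long non-coding RNAs. There were also 3 processed pseudogenes, 2 small nucleolar RNAs, 2 ribosomal RNAs, 1 mitochondrial ribosomal RNA and 1 TEC gene, along with 1 unprocessed pseudogene and 1 immunoglobulin constant gene. Protein-coding genes were 94.5% of the genes at B above 0 and 90.8% of the tested genes, and long non-coding RNAs were 4.19% and 5.96%. Since the RNA was purified by its poly(A) tail, counts of ribosomal and small nucleolar RNAs stand for the fraction of them that was carried over or primed at internal A stretches.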

Most DEGs were protein-coding (837), while the remainder included 40 long non-coding RNAs, 3 processed pseudogenes, 2 smalls nucleolar RNAs, 1 ribosomal RNA (rRNA), 1 mitochondrial rRNA, and 1 gene of a still experimentally unconfirmed type (TEC) (Figure 2b).

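At B above 0 and an absolute log2 fold change above 1, 372 genes differed between the DIO + DHA and DIO libraries, 243 of them higher and 129 lower, and 348 of the 372 were protein-coding. Of the 372, 76 were on lists of genes of other tissues, such as skeletal muscle and stratified squamous epithelium, and all 76 were higher. With edgeR, 556 genes passed the same fold change at an adjusted p under 0.05, 353 of them higher and 203 lower. The share of genes of other tissues grew with the fold change, from 80 of the 556 to 75 of the 245 above 2 and 55 of the 118 above 4 on the log2 scale. When only genes with at least 10 counts in every library were tested, 134 genes had an absolute log2 fold change above 1. Of these, 56 were higher and 78 lower, so the majority of higher genes was not kept. That filter removes genes near 0 in the DIO group, and strongly raised genes with them, so it cannot decide on the balance. The network itself was built from protein interactions that are not used here.

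**Figure D1:**
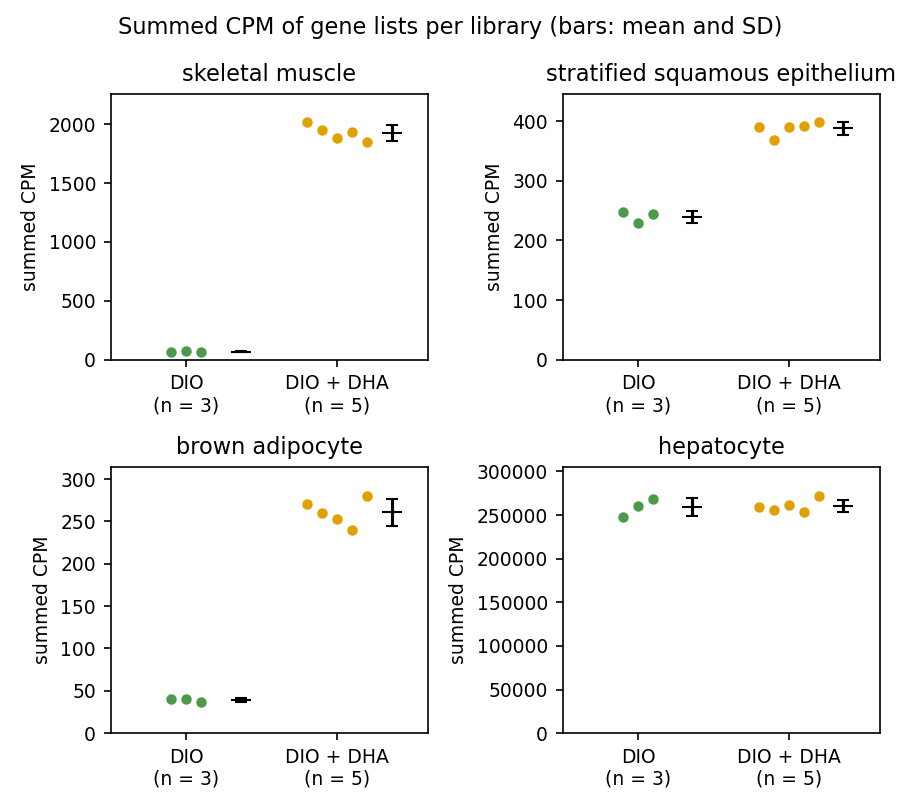
Summed CPM (vertical axis) of the genes of 4 lists in each liver library of the DIO (n = 3) and DIO + DHA (n = 5) groups. Points are libraries and bars give the mean and SD. The skeletal muscle list stood at 61.4 to 70.7 CPM in the DIO libraries and 1849 to 2019 CPM in the DIO + DHA libraries, while the hepatocyte list overlapped between the groups.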

Analyzing the protein–protein interaction (PPI) networks of the top DEGs that were significant (B > 0) and showed a larger magnitude of change (|Log_2_FC| > 1) revealed a dense network comprising 354 nodes, with almost every gene connected and forming several distinct gene subcommunities (Figure 3). The network demonstrated highly significant connectivity (PPI enrichment *p*-value < 1 × 10^−16^), as 201 interactions were observed compared to the 27 edges expected by chance, supporting functional relationships among the proteins rather than random connectivity. This analysis uncovered interactions among proteins involved in biological processes such as response to fatty acid, cellular response to lipid, response to lipid, fat cell differentiation, PPAR signaling pathway, immune response, and inflammatory response. These findings highlight the importance of lipid and fatty acid metabolism, along with inflammatory responses, in the beneficial effects associated with DHA supplementation.

To gain a systematic understanding of the biological processes and pathways potentially affected by long-term DHA supplementation, we performed Gene Ontology (GO) enrichment and KEGG pathway analysis. GO analysis of DEGs identified a total of 1182 significantly enriched biological processes (*p*.adjust < 0.05), with fatty acid metabolic processes being the most significant (*p*.adjust = 9.38 × 10^−34^). 

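The Gene Ontology sets are not used here, and hand-written gene lists stand in for them. The lists were written before the counts were examined but after the top of the paper's result table had been seen. They are therefore not blind to the result. The fatty acid oxidation list held 35 tested genes, with a median log2 fold change of 0.22 between the DIO + DHA and DIO groups. Of these, 19 were higher and none lower at an adjusted p under 0.05 over all genes tested, and 22 were higher and 1 lower when adjusted over the list alone. The list was shifted against the other genes by limma's camera test with a preset correlation of 0.01 (adjusted p = 1.4e-13 over 16 lists), and 31 of its genes had a positive change. Camera called 13 of the 16 lists, and with fry in its place the mitochondrially encoded subunits lost their call (adjusted p = 0.0822). With a correlation estimated from the data, that list (adjusted p = 0.173), the oxidative phosphorylation subunits (0.159) and the B cell genes (0.120) lost theirs, and the other 10 lists held. The fatty acid oxidation list kept its call in every fit that left out 1 library, with camera adjusted p-values from 1.2e-15 to 2.9e-12.

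**Figure D2:**
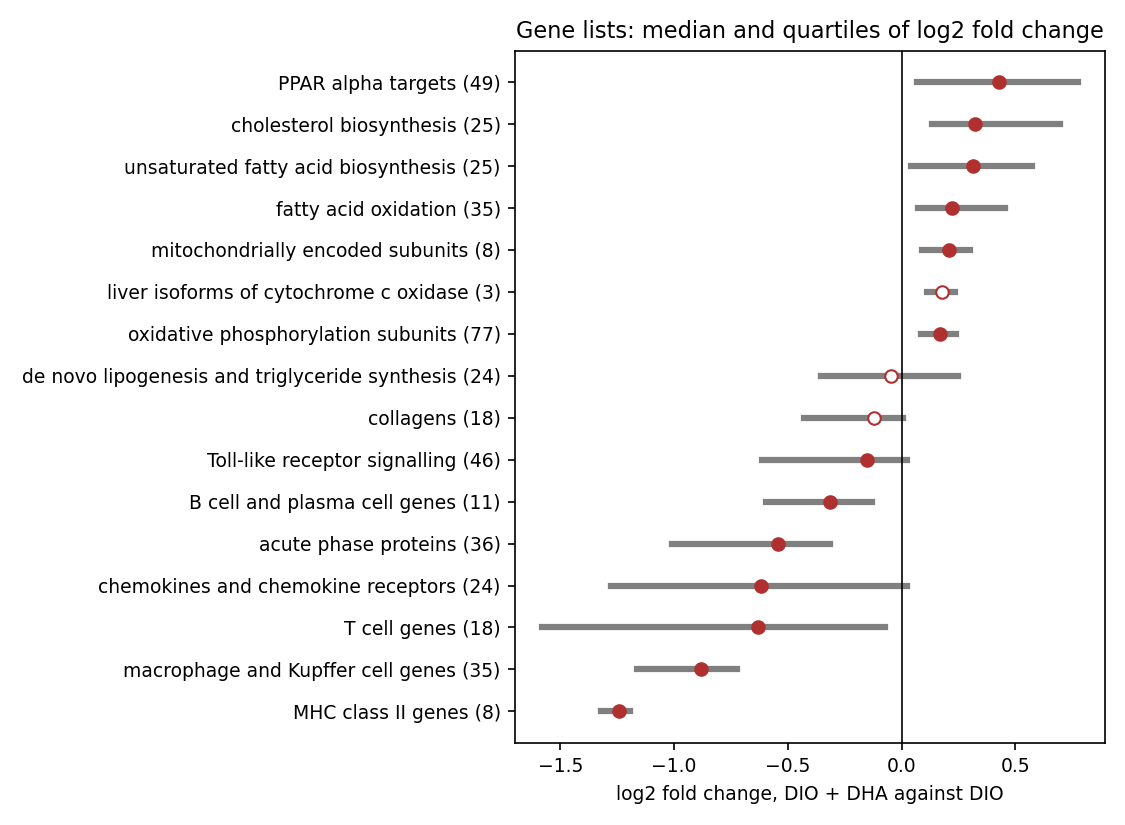
Median (point) and quartiles (line) of the log2 fold change of the DIO + DHA against the DIO group (horizontal axis) for 16 gene lists, with the number of tested genes in brackets. Filled points mark lists with an adjusted camera p under 0.05 and open points the other 3, collagens, de novo lipogenesis and the liver isoforms of cytochrome c oxidase.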

Notably, other enriched processes included the regulation of lipid metabolic process, steroid, and cholesterol metabolic processes and the negative regulation of immune system process and acute inflammatory response (Figure 4a). These findings indicate that DHA supplementation significantly modulates multiple biological pathways related to fatty acid and lipid metabolism, as well as their regulatory mechanisms, and the immune system. Similarly, Gene Set Enrichment Analysis (GSEA) of KEGG pathways revealed 44 significantly enriched pathways (*p*.adjust < 0.05). 

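Among the 25 tested genes of the cholesterol biosynthesis list, the median log2 fold change was 0.32, and 24 genes had a positive change (camera adjusted p = 2.1e-08). At an adjusted p under 0.05, 11 were higher over all genes tested and 13 when adjusted over the list alone, and none was lower. The 36 tested acute phase genes moved the other way, with a median of -0.55 (camera adjusted p = 2.0e-38). Of these, 27 were lower and 2 higher over all genes tested, against 29 lower and 2 higher when adjusted over the list alone. Haptoglobin (Hp), an abundant member, was at 16009 ± 1208 CPM (SD, n = 3) in the DIO group and 10977 ± 417 CPM (SD, n = 5) in the DIO + DHA group. No other split of the libraries gave a camera p as small for either list.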

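The KEGG sets are not used here. In their place, the mouse Reactome sets were tested with camera, after 88.1% of the collection's Entrez identifiers were matched to genes of the count tables. Of 723 sets with 10 to 500 tested genes, 115 had an adjusted p under 0.05, with 63 higher and 52 lower in the DIO + DHA group. The sets with the smallest p were Striated Muscle Contraction, with a median log2 fold change of 4.11, and Muscle contraction, with 1.73. With a correlation estimated from the data, no set passed, and with fry 316 did. Other splits of the libraries gave at most 93 sets, with a median of 14.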

Particularly, pathways such as biosynthesis of unsaturated fatty acids, fatty acid metabolism, oxidative phosphorylation, and PPAR signaling were found to be enriched in upregulated genes in response to DHA supplementation. In contrast, pathways enriched in genes downregulated by DHA were primarily related to inflammation and immune response, including those involved in chemokine signaling and the Toll-like receptor signaling pathway (Figure 4b).

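The unsaturated fatty acid biosynthesis list held 25 tested genes with a median log2 fold change of 0.31 (camera adjusted p = 3.6e-09). Over all genes tested, 13 were higher and 3 lower, and the numbers were the same when adjusted over the list alone. The PPAR alpha target list held 49 tested genes with a median of 0.43 (camera adjusted p = 6.0e-24), of which 32 were higher and 3 lower over all genes tested and 33 and 3 when adjusted over the list alone. Fabp1, its most abundant member, rose from 15068 ± 725 CPM (SD, n = 3) to 22355 ± 1656 CPM (SD, n = 5), a log2 fold change of 0.57. The Reactome set on regulation of lipid metabolism by PPAR alpha did not shift (camera adjusted p = 0.985). The 77 oxidative phosphorylation subunits had a median of 0.17 (camera adjusted p = 3.3e-11), and 69 had a positive change. At an adjusted p under 0.05, 28 were higher over all genes tested and 37 when adjusted over the list alone. This shift was small against differences between libraries, since 7 of the 56 splits of the libraries gave a camera p as small, and skeletal muscle transcripts rose in the same libraries.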

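The chemokine and chemokine receptor list held 24 tested genes with a median log2 fold change of -0.62 (camera adjusted p = 1.8e-04). Of these, 9 were lower and 3 higher, both over all genes tested and when adjusted over the list alone. Cxcl12, the most abundant of the list, was at 227 ± 12.7 CPM (SD, n = 3) in the DIO group and 225 ± 13.9 CPM (SD, n = 5) in the DIO + DHA group. Its log2 fold change of -0.01 did not pass (adjusted p = 0.936 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl5 fell from 103 ± 8.95 CPM (SD, n = 3) to 33.0 ± 1.83 CPM (SD, n = 5), and Ccl9 rose from 54.8 ± 5.47 to 72.0 ± 3.53 CPM. The 46 tested genes of the Toll-like receptor list had a median of -0.15 (camera adjusted p = 8.4e-05), with 12 lower and none higher on both counts. For the latter list, 2 of the 56 splits of the libraries, the real one included, gave a camera p as small. Tnf and Tlr4 were below the count minimum, with at most 3 and 6 counts in a library. The macrophage and Kupffer cell list had a median of -0.88 (camera adjusted p = 3.6e-25), with 28 of 35 genes lower and 1 higher on both counts. Whether the 12 lower genes of the Toll-like receptor list fell with macrophage RNA was not tested. The MHC class II list had a median of -1.24 (camera adjusted p = 1.8e-13), with 6 of 8 genes lower over all genes tested and 7 when adjusted over the list alone. The T cell list had a median of -0.63 (camera adjusted p = 1.7e-04), with 8 of 18 lower over all genes tested and 9 over the list alone. From the enriched processes, the paper proposes that DHA modulates pathways of fatty acid and lipid metabolism and of the immune system.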

To examine the expression patterns of genes related to lipid metabolic regulation, cholesterol metabolic process, and immune regulation and inflammation, heatmaps were generated across all samples (Figure 5a–c). Gene expression values were transformed into Z-scores for each gene, representing the number of standard deviations a gene’s expression in a given sample deviates from its mean across all samples. Positive values indicate expression above the gene’s average, while negative values indicate expression below the average, allowing direct comparison of relative expression patterns across genes and samples.

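Ppargc1a (ENSMUSG00000029167.14) lies on chromosome 5 of GRCm39 from 51611592 to 51725068. Its expression was 7.97 ± 1.24 CPM (SD, n = 3) in the DIO group and 34.7 ± 4.76 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of 2.04 (standard error 0.16, adjusted p = 7.0e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without DIO replicate 5, the fold change that moved most, it was 2.18. Acsl5 (ENSMUSG00000024981.7) lies on chromosome 19 from 55240370 to 55286152, and 8.31% of its exon bases are shared with the antisense gene Zdhhc6, so part of its reads could not be assigned. Its expression was 156 ± 6.89 CPM (SD, n = 3) and 238 ± 14.5 CPM (SD, n = 5), a log2 fold change of 0.61 (standard error 0.08, adjusted p = 4.1e-09 from the same edgeR test). In both genes every DIO + DHA library lay above every DIO library. Skeletal muscle transcripts were also higher in the DIO + DHA libraries.

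**Figure D3:**
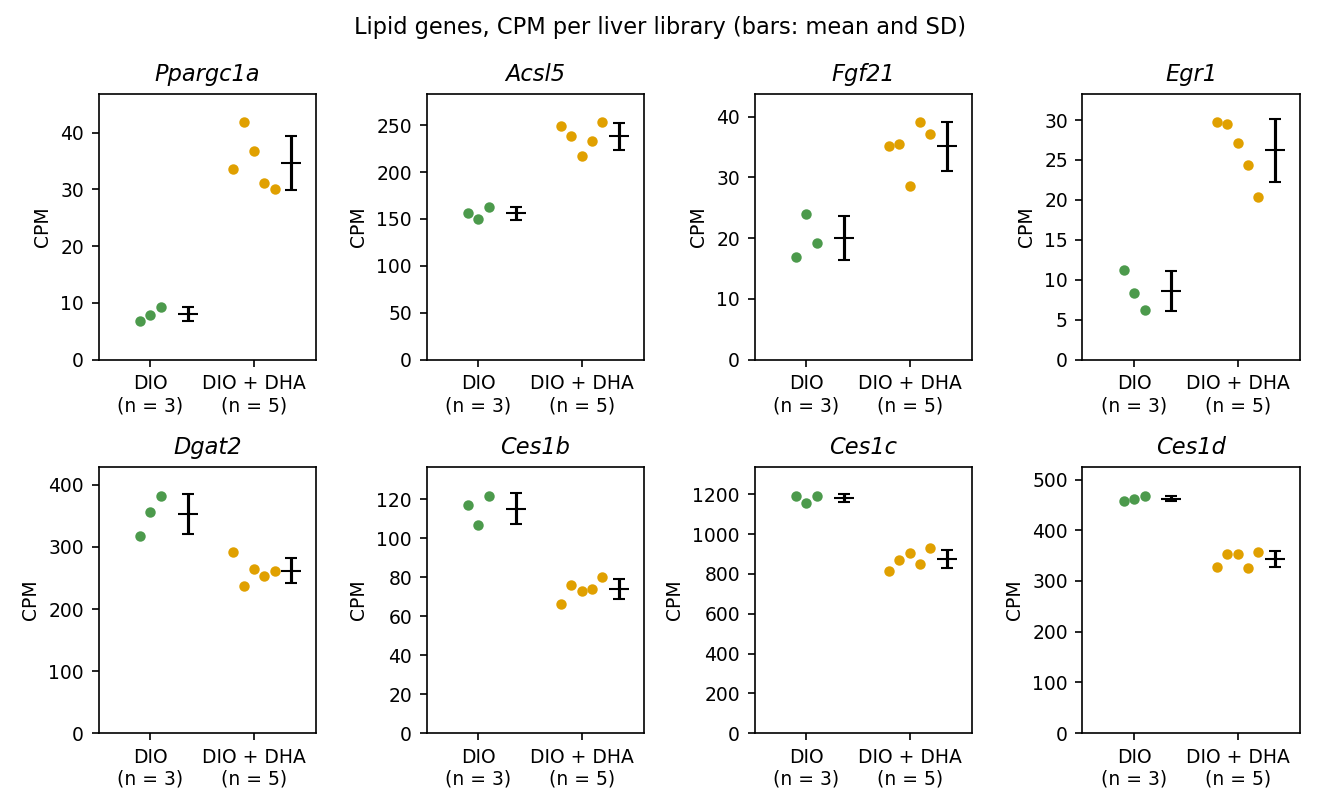
Expression in CPM (vertical axis) of 8 lipid genes in each liver library of the DIO (n = 3) and DIO + DHA (n = 5) groups. Points are libraries and bars give the mean and SD. The libraries of the groups do not overlap in any of the 8 genes, with Ppargc1a, Acsl5, Fgf21 and Egr1 higher and Dgat2, Ces1b, Ces1c and Ces1d lower in the DIO + DHA group.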

The heatmap of DEGs involved in lipid metabolic regulation and catabolism showed an upregulation of several genes involved in fatty acid oxidation in the DIO + DHA group, such as the *peroxisome proliferator-activated receptor gamma coactivator 1-alpha* (*Ppargc1a*) and its downstream target *acyl-CoA synthetase long chain family member 5* (*Acsl5*), which was also confirmed by qPCR. Similarly, *hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta* (*Hadhb*), a subunit of the *mitochondrial trifunctional protein* (*MTP*), showed higher expression following DHA treatment. 

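Hadhb (ENSMUSG00000059447.14, chromosome 5, 30360246 to 30389591) was at 66.0 ± 5.75 CPM (SD, n = 3) in the DIO group and 91.6 ± 5.43 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of 0.50 (standard error 0.09, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hadha, which encodes the alpha subunit and lies next to it from 30323302 to 30360160, rose less, with a log2 fold change of 0.20 (standard error 0.07, adjusted p = 0.0334 from the same edgeR test). The call of Hadha was lost in 5 of the 8 fits that left out 1 library and when no filter on low counts was applied (adjusted p = 0.0701).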

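Fgf21 (ENSMUSG00000030827.6) lies on chromosome 7 of GRCm39 from 45263310 to 45264914. Its expression was 20.0 ± 3.63 CPM (SD, n = 3) in the DIO group and 35.1 ± 3.98 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of 0.77 (standard error 0.13, adjusted p = 7.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Egr1 (ENSMUSG00000038418.8, chromosome 18, 34992876 to 34998037) was at 8.59 ± 2.53 CPM (SD, n = 3) and 26.2 ± 3.95 CPM (SD, n = 5), a log2 fold change of 1.72 (standard error 0.18, adjusted p = 1.7e-11 from the same edgeR test). The log2 fold change of Fgf21 lay between 0.71 and 0.94 across the 8 fits that each left out 1 library.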

DHA supplementation also increased the expression of *fibroblast growth factor 21* (*Fgf21*) and its downstream target *early growth response 1* (*Egr1*), validated by qPCR (Figure 5a,d).

Conversely, genes associated with lipogenesis, including *diacylglycerol acyltransferase 2* (*Dgat2*) and members of the *carboxylesterase 1* (*Ces1*) family including *Ces1b*, *Ces1c*, and *Ces1d*, were downregulated in DHA-supplemented mice (Figure 5a,d). 

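Dgat2 (ENSMUSG00000030747.6, chromosome 7, 98802865 to 98831926) was at 353 ± 32.5 CPM (SD, n = 3) in the DIO group and 262 ± 20.1 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of -0.44 (standard error 0.07, adjusted p = 5.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Ces1 genes form a cluster of paralogs on chromosome 8, where Ces1b starts at 93783356, Ces1c at 93825643 and Ces1d at 93892696, so reads from stretches that the paralogs share were left out by unique alignment and the level of each gene is uncertain. Ces1b fell from 115 ± 7.74 to 73.9 ± 5.09 CPM, with a log2 fold change of -0.64 (adjusted p = 2.8e-08 from the same edgeR test). Ces1c was the most abundant and fell from 1182 ± 20.6 to 874 ± 46.8 CPM. Ces1d fell from 462 ± 5.59 to 343 ± 15.2 CPM. The list of de novo lipogenesis and triglyceride synthesis genes as a whole did not shift (median log2 fold change -0.05 over 24 genes, camera adjusted p = 0.290), with 5 higher and 7 lower over all genes tested and 6 and 10 when adjusted over the list alone.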

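Among the genes of cholesterol synthesis in the DIO + DHA and DIO libraries, Hmgcs1 rose from 55.9 ± 4.22 CPM (SD, n = 3) to 98.9 ± 10.9 CPM (SD, n = 5), a log2 fold change of 0.84 (adjusted p = 3.1e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sc5d rose from 142 ± 5.59 to 177 ± 9.30 CPM. Ebp, the most abundant gene of that list, had a log2 fold change of 0.13, which did not pass (adjusted p = 0.238 from the same edgeR test).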

DHA also modulated hepatic cholesterol metabolic processes. Notably, as observed through RNA-seq and validated by qPCR, DHA treatment increased the expression of *leptin receptor* (*Lepr*) (Figure 5b,d).

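Lepr (ENSMUSG00000057722.18) lies on chromosome 4 of GRCm39 from 101574601 to 101672549. It was expressed at a low level, 1.28 ± 0.355 CPM (SD, n = 3) in the DIO group and 11.9 ± 2.58 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of 3.30 (standard error 0.31, adjusted p = 8.1e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest DIO + DHA library stood at 8.30 CPM and the highest DIO library at 1.69 CPM. Reads of this protocol come mostly from 3′ ends, so the counts do not tell the receptor's isoforms apart.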

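The 4 serum amyloid A genes lie on chromosome 7 of GRCm39 between 46361422 and 46403737. Saa1 (ENSMUSG00000074115.6) was at 3185 ± 105 CPM (SD, n = 3) in the DIO group and 793 ± 60.0 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of -2.01 (standard error 0.06, adjusted p = 1.5e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Saa2, Saa3 and Saa4 had log2 fold changes of -1.88, -1.62 and -1.49. Saa1 and Saa2 are near-identical copies, so reads that match both were left out of the counts and the split between them is uncertain. Fn1 (ENSMUSG00000026193.16, chromosome 1, 71624679 to 71692359) was at 364 ± 23.5 CPM (SD, n = 3) and 272 ± 14.3 CPM (SD, n = 5), a log2 fold change of -0.42 (standard error 0.07, adjusted p = 4.7e-06 from the same edgeR test). An antisense gene shares 2.50% of the exon bases of Fn1. In each of these 5 genes, every DIO + DHA library lay below every DIO library.

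**Figure D4:**
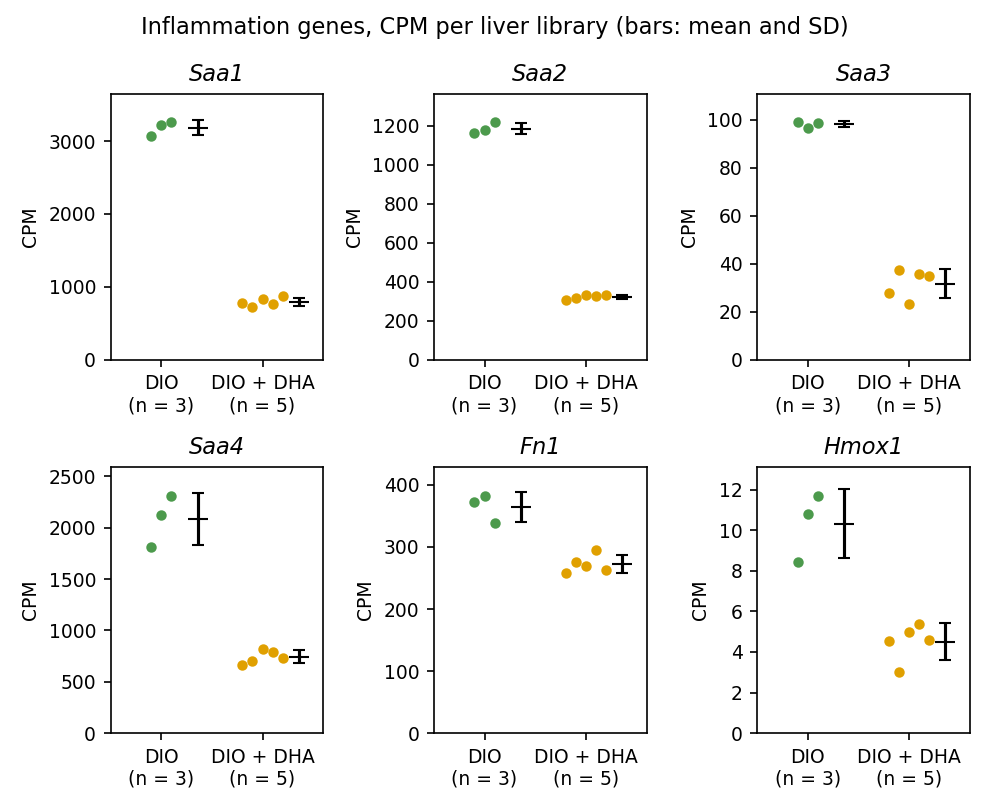
Expression in CPM (vertical axis) of Saa1, Saa2, Saa3, Saa4, Fn1 and Hmox1 in each liver library of the DIO (n = 3) and DIO + DHA (n = 5) groups. Points are libraries and bars give the mean and SD. All DIO + DHA libraries lie below all DIO libraries in each of the 6 genes.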

Finally, analysis of DEGs involved in the inflammatory/immune response revealed the downregulation of genes such as *serum amyloid A* (*Saa*) and *fibronectin 1* (*Fn1*) in DHA-supplemented mice (Figure 5c,d). Additionally, *heme oxygenase 1* (*Hmox1*) expression was decreased in response to DHA (Figure 5c,d).

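Hmox1 (ENSMUSG00000005413.9, chromosome 8, 75820249 to 75827217) was at 10.3 ± 1.69 CPM (SD, n = 3) in the DIO group and 4.51 ± 0.90 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of -1.23 (standard error 0.22, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the fits that each left out 1 library, it lay between -1.31 and -1.13. Genes of macrophages, which express Hmox1 in the liver, were lower in the same libraries.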

All the previously mentioned genes were validated by qPCR. Pearson correlation between RNA-seq and qPCR expression levels for the eight selected genes was high (r = 0.838, *p* = 0.009), demonstrating a strong concordance between both methods (Figure S2). In addition, association analyses were performed between the expression levels of these genes and several parameters related to fatty liver, body composition, and lipid metabolism biomarkers. The analysis revealed that genes involved in fatty acid oxidation, *Acsl5* and *Fgf21*, showed significant negative correlations with liver triglyceride levels and liver weight, the latter also showing a negative association with *Hadhb*. Notably, *Hadhb* also exhibited significant negative correlations with body weight, fat mass, total cholesterol, and LDL-cholesterol, a pattern similarly observed for *Acsl5*. Moreover, *Egr1* and *Lepr* displayed negative correlations with ALT activity. Conversely, significant positive correlations were found between *Fn1* and body fat mass, total cholesterol, and LDL-cholesterol. In addition, the expression of inflammation-related genes *Saa1* and *Hmox1* had a positive correlation with liver triglyceride content (Figure 6).

## 3. Discussion

In agreement with previous studies from our group, the current findings further support that long-term partial replacement of dietary saturated fat with DHA confers direct hepatoprotective effects—improving circulating lipid profile, attenuating steatosis and fibrosis, and lowering markers of liver injury—independently of changes in body weight, body composition, food intake, or insulin sensitivity markers [18,24,25,26]. This supports the potential of n-3 PUFA supplementation as a strategy to slow MASLD progression in obesity and aging.

The main goal of the present study was to characterize the transcriptomic changes that occur in the liver underlying the beneficial effects of long-term DHA supplementation on MASLD progression in a model of aged obese female mice. Our results provided a deep view of the metabolic pathways affected by DHA in MASLD development, and its relevance as a therapeutic approach in combating the disease.

The RNA-seq analysis of liver samples indicated that DHA treatment significantly altered the expression of 885 genes, with a strong biological connection observed among their encoded proteins. Several significantly modified biological processes were related to lipid and fatty acid metabolism, with the fatty acid metabolic process being the most significant and exhibiting the largest number of DEGs, highlighting the importance of this pathway in the beneficial effects of DHA in mitigating MASLD progression. Enriched pathways among upregulated genes included oxidative phosphorylation, PPAR signaling, biosynthesis of unsaturated fatty acids, and fatty acid metabolism, while downregulated genes were predominantly associated with inflammatory and immune responses.

One of the main characteristics of MASLD is liver free fatty acid (FFA) accumulation, mainly in the form of triglycerides, which is the result of an unbalance between fatty acid generation (by de novo synthesis or blood uptake) and its elimination via mitochondrial beta oxidation or export [27,28]. 

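Between the DIO + DHA and DIO groups, Scd1 (ENSMUSG00000037071.4, chromosome 19, 44382894 to 44396318) rose from 368 ± 15.0 CPM (SD, n = 3) to 912 ± 54.0 CPM (SD, n = 5), a log2 fold change of 1.30 (standard error 0.07, adjusted p = 6.9e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scd1 has paralogs, and reads that match more than 1 of them were not counted. Srebf1, which encodes SREBP1C along with another isoform that counts per gene do not separate, had a log2 fold change of -0.36 that did not pass (standard error 0.16, adjusted p = 0.116 from the same edgeR test).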

Our novel transcriptomic data further support our previous observations suggesting that the anti-steatotic action of long-term DHA supplementation seems to be mediated by the downregulation of the expression of relevant genes involved in hepatic lipogenesis regulation such as *Dgat2*, *Scd1*, and *Srebp1c*, and the upregulation of those involved in fatty acid oxidation, such as *Acox* [18]. Indeed, the most significantly modified biological process that the GO analysis found is fatty acid metabolism, clearly supporting that DHA is exerting its beneficial effect by readjusting the free fatty unbalance inside hepatocytes. In this regard, we found that DHA supplementation enhances fatty acid beta oxidation inside the hepatocytes by upregulating several genes in this pathway, and thus reducing FFAs accumulation. 

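Among the abundant genes of fatty acid oxidation, Acadm rose from 826 ± 89.5 CPM (SD, n = 3) to 954 ± 85.3 CPM (SD, n = 5), a log2 fold change of 0.21 (adjusted p = 0.0410 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acaa2, at 1504 ± 87.3 CPM in the DIO group and 1637 ± 95.1 CPM in the DIO + DHA group, did not pass (log2 fold change 0.12, adjusted p = 0.224 from the same edgeR test).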

One of the DEGs, whose expression is augmented, is *Hadhb*, one of the subunits of the MTP, an enzymatic complex that catalyzes the three last steps of long chain fatty acid beta oxidation. This complex is formed by four alpha subunits (encode by *Hadha* gene) and four beta subunits (encode by *Hadhb*), and alterations in *Hadhb* gene have been linked to MTP deficiency [29,30,31]. Precisely, a heterozygous *MTP* defective mice model showed reduced fatty acid oxidation, which promoted hepatic steatosis and the development of MASLD [32], proving the critical role of this complex in lipid metabolism. Furthermore, a disruption in the *Hadhb* gene had been linked with acute fatty liver of pregnancy, which was produced by altered mitochondrial fatty acid oxidation due to fetal MTP deficiency [33]. Finally, the overexpression of the *Hadha* gene in a mice model reduced hepatic steatosis by diminishing oxidative stress and lipid accumulation in the liver [34].

Another gene related to fatty acid metabolism whose expression was significantly increased by DHA is *Acsl5*. This isoform participates in the binding of CoA to long-chain fatty acids, which then can be used for lipogenesis or fatty acid beta oxidation. In mice liver, *Acsl5* seems to mainly direct fatty acids for lipogenesis, but under particular conditions, it also promotes beta oxidation [35]. For example, oncostatin M promotes *Acsl5* transcription in livers of hamsters, leading to a reduction in triglycerides by enhanced fatty acid beta oxidation, and Sirtuin 6 activates ACSL5, increasing hepatic fatty acid oxidation and suppressing MASLD [36,37]. DHA may have a similar effect promoting fatty acid beta oxidation and preventing MASLD progression. DHA also downregulated several genes involved in the cholesterol metabolic process and hepatic de novo lipogenesis. This is the case of *Dgat2*, whose hepatic deficiency in a murine MASLD model has been shown to lower fat accumulation by reducing triglyceride synthesis and de novo lipogenesis [38,39]. DHA supplementation downregulated hepatic *Ces1* expression. The role of CES1 in MASLD is complex and controversial. Some studies have suggested that the overexpression of *Ces1* in the liver has been shown to lower hepatic triglycerides and plasma glucose levels, while the knockdown of *Ces1* increases hepatic triglycerides and plasma cholesterol levels [40]. However, other studies have shown that the attenuation of CES1 activity has a beneficial effect on hepatic lipid metabolism and MASLD progression [41].

Our current results also showed that *Fgf21* was significantly upregulated in the DIO + DHA group, suggesting that the beneficial effects of this n-3 PUFA on age and obesity-related MASLD could be mediated, at least in part, by *Fgf21* upregulation. Interestingly, a study on the effect of fish oil (FO) supplementation in the liver found that the beneficial actions of FO in reducing markers of hepatic lipid accumulation and liver inflammation were blunted in the *Fgf21* knockout mice, suggesting a role for FGF21 in mediating the beneficial effects of FO supplementation on MASLD [42]. Another study also found that the overexpression of *Fgf21* may be able to activate fatty acid oxidation to ameliorate ER stress in the liver and intercept steatohepatitis and inflammatory stress damage [43]. Paradoxically, different studies have described an increased expression of FGF21 in the liver and white adipose tissue of DIO mice and obese humans, as well as in conditions such as hypertension, atherosclerosis, and MASLD [42,44,45]; additionally, ER stress in the liver has also been shown to be a contributor to FGF21 expression, which may activate mechanisms such as augmented ketogenesis, gluconeogenesis, and lipolysis to regulate the liver’s homeostasis [46]. Furthermore, the theory of “FGF21 resistance” has been proposed, a situation in which the inflammation and metabolic stress may reduce the expression of ß-KLOTHO and/or FGFR1—the receptor complex of FGF21—and impair FGF21 signaling pathway, and therefore only an overexpression of *Fgf21* would be able to overcome the situation [42,44,45,47]. In this context, not only should the expression of *Fgf21* be considered in the study of metabolic diseases, but also its sensitivity and receptor complex. 

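In the comparison of the DIO + DHA and DIO libraries, Fgfr1 was expressed near the limit of the data, at 1.27 ± 0.160 CPM (SD, n = 3) in the DIO group and 1.66 ± 0.635 CPM (SD, n = 5) in the DIO + DHA group. Its log2 fold change of 0.39 had a standard error of 0.47 (adjusted p = 0.681 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so a change of that size was not detectable at this depth. Klb, which encodes β-Klotho, was at 6.03 ± 1.45 CPM (SD, n = 3) and 8.47 ± 1.11 CPM (SD, n = 5), a log2 fold change of 0.41 (standard error 0.22, adjusted p = 0.239 from the same edgeR test). In both genes the libraries of the groups overlapped.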

Our RNA-seq data showed that DHA supplementation did not modify the expression of *Fgfr1* or *ß-Klotho*. However, the expression of *Egr1*, a target gene of FGF21 [48], was upregulated in DIO + DHA mice in comparison to DIO mice. EGR1 is a rapid-response transcription factor highly expressed in the liver and involved in its metabolism. *Egr1* has also been described in the regulation of adipogenesis, cell growth, survival, proliferation, and apoptosis—critical in the liver’s recovery and regeneration and an important modulator of insulin and cholesterol metabolism in the liver [49]. Notably, EGR1 has also been related to MASLD [50]. A study on the exogenous administration of FGF21 found that *Egr1* gene expression was greatly increased in lean mice, but in obese mice, this was not evidenced possibly due to the “FGF21 resistance” theory, as a result of the deleterious effect on the signaling of FGF21 [51].

In our study, the upregulation of *Egr1* mRNA expression in the DIO + DHA group occurs in parallel to the upregulated expression of *Fgf21*, which may indicate that the expression of both genes is correlated, and also with the DHA supplementation. Moreover, insulin resistance (IR) is an important risk factor in the development of MetS, as well as MASLD [18]. 

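The DIO libraries held 16.9 to 24.0 CPM of Fgf21 and 6.21 to 11.3 CPM of Egr1. In the DIO + DHA libraries, Fgf21 ranged from 28.5 to 39.1 CPM and Egr1 from 20.3 to 29.8 CPM. The groups did not overlap in either gene. A relation beyond this difference was tested, after the data were seen, on the deviations of log2 CPM from the group means over the 8 libraries. Their correlation was -0.370 (exact permutation within the groups over 720 orders, p = 0.517), and across the fits that each left out 1 library it lay between -0.592 and 0.0329. With 3 and 5 libraries, a test that does not pass leaves a relation open.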

A study showed that the transcriptional regulation of EGR1 could help to regulate steatosis in the liver; however, in patients with IR, the expression of EGR1 was shown to be downregulated, therefore promoting the development of steatosis and MASLD [50]. In accordance with the studies described previously, the upregulation of *Egr1* in our study may induce protective effects against steatosis and inflammation in the liver and improve its activity in carbohydrate and fatty acid metabolism. Our current data suggests that local upregulation of FGF21 signaling in the liver may be involved in the beneficial effects of DHA on MASLD. However, it is important to mention that the regulation of *Fgf21* mRNA expression by DHA supplementation seems to be tissue-specific. Indeed, previous studies of our group have shown that, contrary to what is observed in the liver, long-term feeding with the DHA-enriched high fat diet downregulates *Fgf21* mRNA levels in brown adipose tissue and in subcutaneous white adipose tissue [25,26]. To obtain a better insight into the potential involvement of FGF21 in the systemic effects of DHA supplementation, we measured the circulating levels of FGF21 and found no significant changes between the DIO and DIO + DHA groups (Figure S3). These data suggest that although the liver has been described as the main source of circulating FGF21, in obese aged mice, the contribution of expanded adipose tissue could also be relevant. In summary, our current transcriptomic data suggest a role of hepatic FGF21 signaling in the beneficial effects of DHA on MASLD progression in obesity and aging. However, further studies at the protein level are encouraged to better characterize the modulation of the FGFR1/β-Klotho complex sensitivity and downstream pathway activation.

Leptin is an adipokine that has different effects on MASLD progression: in the early stages of the disease, it has a protective role against steatosis by preventing hepatic lipid accumulation, but as the disease progresses, leptin could have a proinflammatory and profibrogenic role [52,53]. The initial anti-steatotic effect of leptin is due to an upregulation of genes involved in fatty acid beta oxidation, a downregulation of lipogenesis, and an increase in triglyceride export from the liver as very-low-density lipoproteins [53]. It has been shown that diet-induced obesity reduced the expression of leptin receptor in the liver of rats, whilst the upregulation of hepatic leptin receptor induced by metformin reduced lipogenic gene expression and decreased hepatic triglyceride content, alleviating liver steatosis [54]. In the present study, a significant upregulation of *Lepr* was found due to DHA supplementation, which may increase leptin signaling, preventing lipid accumulation in the liver.

Inflammation is a key condition in the development/progression of MASLD, which is characterized by an increased production of proinflammatory cytokines within the liver or by other tissues and reduced anti-inflammatory factors like adiponectin [55]. Previous studies of our group have shown that long-term DHA supplementation reduced the expression of key inflammatory markers in the liver such as the *cytokine tumor necrosis factor alpha* and the *toll-like receptor 4* [18]. Our novel transcriptomic data further support the ability of dietary DHA to attenuate the liver inflammation associated with MASLD concurrent to obesity and aging. Indeed, the GSEA of KEGG pathways revealed that in the DHA-supplemented group, the pathways enriched in downregulated genes were primarily related to chemokine signaling and the Toll-like receptor signaling pathway. Moreover, GO enrichment analysis identified that DHA downregulates hepatic genes involved in the acute inflammatory response. In this regard, we found that DHA supplementation produced an important reduction in *Saa1*, that encodes for an acute phase protein that is mainly produced by the liver in response to tissue damage, inflammation, and infection [56]. *Saa1* has been associated with IR in MASLD, as well as with progression from MASLD to MASH [57]. It has been reported that the levels of this protein are elevated in the liver of mice with MASLD, and that the overexpression of *Saa1* in hepatocytes resulted in lipid accumulation in the liver. Furthermore, in a fatty liver mice model, the knockdown of hepatic *Saa1* reduced inflammation and hepatic steatosis [58]. Similar results were found in another study, where silencing the in vivo expression of *Saa1* reduced platelet aggregation and inflammatory cell recruitment in the liver of mice with MASLD [59]. We have previously reported that the ability of chronic DHA supplementation to reduce inflammatory markers in these aged obese female mice was also observed in other key metabolic tissues such as brown and white adipose tissue and muscle [24,25,26].

Another important feature in MASLD promotion is oxidative stress, which is the result of an imbalance between reactive oxygen species production and antioxidant defenses, and is one of the principal drivers in the progression from liver steatosis to steatohepatitis [60]. Oxidative stress causes DNA, lipid, and protein oxidation, promoting proinflammatory and profibrotic signaling pathways. In fatty liver, the excessive FFA accumulation and beta oxidation promotes mitochondria impairment, which in turn increases reactive oxygen species production [61]. In this context, *Hmox1* is an antioxidant enzyme that metabolizes the heme group and whose upregulation is considered an indicator of oxidative stress. *Hmox1* not only acts as a marker of oxidative stress but also has immunomodulatory functions [62]. It has been shown that in patients with steatohepatitis, *Hmox1* expression is augmented and the increase in its expression reflects the progression of the disease [63]. Therefore, the significant reduction in *Hmox1* mRNA expression, induced by long-term DHA supplementation, suggests a reduction in the generation of reactive oxygen species and may protect the liver against oxidative stress. In consequence, *Hmox1* decrease after DHA supplementation could be associated with the lower activation of the immune system, indicating a reduction in cellular stress and inflammation.

During the development of MASLD, the situation of oxidative stress and chronic inflammation would eventually lead to liver fibrosis. Inflammation will result in hepatic injury and death of hepatocytes and apoptosis, which will activate the hepatic progenitor cells and hepatic stellate cells, resulting in a profibrogenic response [64]. This response consists of the synthesis of extracellular matrix components, like collagen fibers and fibronectin, to repair the tissue injury. 

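In the comparison of the DIO + DHA and DIO libraries, the 18 tested collagen genes had a median log2 fold change of -0.12 (camera adjusted p = 0.259). Over all genes tested, 1 was lower and none higher, and none passed when adjusted over the list alone. The lower gene was Col14a1, named after its values were seen, which fell from 30.7 ± 3.33 CPM (SD, n = 3) to 22.9 ± 3.79 CPM (SD, n = 5), a log2 fold change of -0.41 (standard error 0.13, adjusted p = 0.0282 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col1a1 and Col1a2 had log2 fold changes of -0.03 (standard error 0.49) and -0.05 (standard error 0.26), whose sign changed when single libraries were left out. Col3a1 had a log2 fold change of -0.34 (standard error 0.25, adjusted p = 0.425 from the same edgeR test), and its level in DIO + DHA replicate 4, at 9 counts, was the lowest of the group by a gap that chance gives among this many groups of values. Col4a1, at -0.45 (standard error 0.16), was not called (adjusted p = 0.0507 from the same edgeR test), although it was called under 3 alternatives and without DIO replicate 5 (-0.60) or DIO + DHA replicate 1 (-0.54). Col1a1 stood at 1.27 ± 0.286 CPM (SD, n = 3) in the DIO group, so a small change in it was not detectable at this depth.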

RNA-seq analysis showed no significant differences in the mRNA expression levels of collagen; however, DHA supplementation induced a significant reduction in *Fn1* in the liver, which has been shown to play a key role in liver fibrogenesis [65], supporting its involvement in the DHA-induced reduction in liver fibrosis observed by Sirius Red staining.

It is important to mention that although DHA is likely to be the main contributor to the beneficial actions observed on MASLD progression, the DHA-rich n-3 PUFA concentrate used to replace part of the saturated fat of the HFD also contained small amounts of EPA and other n-3 PUFAs (see Material and Methods Section 4). Therefore, we cannot rule out some small contribution of EPA or the other n-3 PUFAs to the described beneficial effects on MASLD.

### Limitations of the Study and Future Directions

The current study provides novel complementary information regarding the transcriptional mechanisms involved in the beneficial effects of long-term DHA supplementation on MASLD progression in aged obese female mice. However, some limitations should be noted. The inclusion of a control group fed with a regular chow diet would have been of interest to characterize the transcriptomic alterations induced by the HFD on the liver of the aged obese mice, and the potential reversion by DHA even in the context of a high fat feeding. It would be of interest to measure in future studies the activity of hepatic enzymes involved in lipogenesis and fatty acid oxidation or the fatty acid oxidation flux. Furthermore, it would be of relevance to characterize the cytokine profiling and the histological quantification of immune cell infiltration in the liver. Future studies should also address the effects of DHA supplementation on physical activity and whole-body energy expenditure, and their potential relationship with the metabolic improvements observed at organ/tissue level. To better characterize the potential involvement of FGF21 signaling in the hepatic effects of DHA supplementation, it would be of relevance to carry out studies in liver-specific *Fgf21* knockout mice.

In conclusion, our current study suggests that long-term DHA supplementation ameliorates MASLD progression in aged obese female mice by promoting transcriptomic changes in genes related to lipid metabolism, acute inflammatory response, fibrosis, and the PPAR signaling pathway.

## 4. Materials and Methods

### 4.1. Animal Models and Experimental Design

All animal experiments of this study were approved by the Ethics Committee for Animal Experimentation of the University of Navarra (Protocol 113–15), in accordance with the EU Directive 2010/63/EU, and carried out according to national animal care guidelines (https://www.unav.edu/investigacion/nuestra-investigacion/etica-para-la-investigacion#ceea (accessed on 19 November 2025)). Seven-week-old female C57BL/6J mice were purchased from Harlan Laboratories (Barcelona, Spain) and housed at the animal facilities of the University of Navarra, under a 12 h light–dark cycle at suitable conditions (22 ± 2 °C, and relative humidity, 55 ± 10%), with free access to food and water. After 10 days of acclimation to the new environment, the animals were fed ad libitum for 4 months with HFD containing as energy: 20% proteins, 35% carbohydrates, and 45% lipids (D12451 diet, Research Diets, Inc., New Brunswick, NJ, USA). Then, DIO mice were randomly assigned into two groups: (1) the DIO group continued with the HFD up to 18 months and (2) the DIO + DHA group, which was fed up to 18 months with the HFD containing a DHA-rich n-3 PUFA concentrate obtained from fish oil, replacing 15% wt/wt of dietary lipids (Research Diets Inc., New Brunswick, NJ, USA). The DHA-rich n-3 PUFA concentrate was obtained from Solutex, Zaragoza, Spain (SOLUTEX0063TG, containing 683.4 mg DHA/g, 46.7 mg EPA/g, with a total content of n-3 PUFA* of 838.9 mg/g as triglycerides; * sum of 18:3 n-3, 18:4 n-3, 20:4 n-3, 20:5 n-3, 21:5 n-3, 22:5 n-3, 22:6 n-3). Other analytical data about the quality of oil included the peroxide and anisidine index and the acid value, which were below the recommended maximum values. Since the DHA-rich n-3 PUFA concentrate contained mixed tocopherols (2 mg/g of Covi-ox^®^ T-79EU), the HFD of the DIO group (from month 6 to 18) was also supplemented with the same amount of tocopherols mix [25,66]. The two diets (prepared by Research Diets, Inc., New Brunswick, NJ, USA) were vacuum-sealed in 2.5 kg plastic bags and kept frozen at −20 °C until used to avoid rancidity. The composition of the diet is described in previous articles of our group [18,25,26]. Mice were socially housed (5 mice per cage) and each mouse was identified by marking the tail with a pen marker. Different colors were used for each experimental group. Animals were subjected to these experimental conditions until the age of 18 months was reached. Weight loss exceeding 20%, immobility, cachexia, or an unresponsive response to stimulation were considered humane endpoints for the study. The transcriptomic and validation studies described in this article were performed in a subsample of mice of the OBELEX project (DIO group *n* = 3–6; DIO + DHA group, *n* = 5). This subsample was representative of the whole population. The experiments and outcomes assessment were not blinded. At the end of the experiment, mice were sacrificed after overnight fasting and liver and blood samples were collected. Livers were weighed and a piece of each liver was obtained for histology studies. The rest of liver samples were quickly frozen in liquid nitrogen and stored at −80 °C with serum samples until further analysis.

### 4.2. Body Composition

Before mice sacrifice, whole-animal body composition was measured in live conscious animals by magnetic resonance technology (EchoMRI-100- 700; Echo Medical Systems, Houston, TX, USA), as previously described [26].

### 4.3. Determination of Liver Triglyceride Content

In order to determine lipid content, liver samples (from 100 to 200 mg) were homogenized in phosphate buffer 0.1 M pH = 7–7.4. Lipid extraction was performed using the Folch method and triglyceride content was quantified using Infinity Triglycerides Liquid Stable Reagent (Thermo Electron Corporation, Colorado Springs, CO, USA) according to the manufacturer’s instructions [67]. Triglyceride content was normalized to mg of protein. Protein concentrations were determined by the BCA method following the manufacturer’s instructions (Pierce-Thermo Scientific, Rockford, IL, USA).

### 4.4. Biochemical Analysis

Serum levels of total cholesterol, HDL-cholesterol, and ALT were measured after a 12 h fasting period using a Pentra C200 autoanalyzer according to the manufacturer’s instructions (Roche Diagnostic, Basel, Switzerland). LDL-cholesterol levels were obtained with the Friedewald equation (LDL-cholesterol = Total cholesterol − HDL-cholesterol − triglyceride content/5). FGF21 serum levels were measured by the Milliplex ELISA kit (Merck, Madrid, Spain).

### 4.5. Sirius Red Staining

Liver pieces were fixed in 3.7–4.0% neutral formalin (pH 7.4) for 24 h, dehydrated with 70% ethanol, and embedded in paraffin. Then, 5 µm thick sections were deparaffinized and stained with Sirius Red for 1 h at room temperature. Fibrosis was quantified as the collagen proportional area (CPA), defined as the percentage of tissue stained with Sirius Red, using FIJI (ImageJ, version 1.54p) with a color deconvolution algorithm [68]. For each animal (*n* = 5 per group), three non-overlapping representative fields at 10× magnification were analyzed, excluding vascularized areas. The mean CPA per animal was used as the unit of analysis.

### 4.6. RNA Isolation and Real-Time PCR

Total RNA from liver was extracted with QIAzol Lysis Reagent (Qiagen; Venlo, Limburg, The Netherlands). An RNA purification step was performed to prevent phenol carryover using the RNeasy Mini Kit (Qiagen; Venlo, Limburg, The Netherlands). RNA concentration was determined with the Nanodrop Spectrophotometer ND1000 (Nanodrop Technologies, Inc., Wilmington, NC, USA) and 5 µg of RNA was then incubated with DNase I (Life Technologies, Carlsbad, CA, USA) for 30 min at 37 °C and reverse transcribed to cDNA with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems; Thermo Fisher Scientific, Waltham, MA, USA), following the manufacturer’s instructions. Real-time PCR was performed using the Touch Real-Time PCR System (C1000 + CFX384, BIO-RAD, Hercules, CA, USA).

The expression of selected genes was determined using Power SYBR Green PCR Master Mix (BIO-RAD). Primers, obtained from published studies and validated using Primer-Blast web tool (National Center for Biotechnology Information, Bethesda, MD, USA; https://www.ncbi.nlm.nih.gov/tools/primer-blast (accessed on 19 November 2025)), were used at a final concentration of 10 µM. PCR amplification conditions were as follows: initial denaturation at 95 °C for 10 min to activate the polymerase and denature the DNA, followed by 39 cycles of 95 °C for 15 s (denaturation) and 60 °C for 1 min (annealing and extension combined). Details of primer sequences, including the corresponding NCBI gene record and location, along with other relevant information, are listed in Table 1 following MIQE 2.0 guidelines to ensure transparency and reproducibility [69]. *36b4* was used as the housekeeping gene for normalization. The relative expression of the specific genes was determined using the 2^−ΔΔCt^ method [70].

### 4.7. RNA Sequencing

RNA sequencing was performed by adapting the technology of SCRB-Seq to allow for the high cost-efficient multiplexed transcriptome characterization [78]. Briefly, poly-(A)+ RNA was purified using the Dynabeads mRNA DIRECT Purification Kit (ThermoFisher Scientific). poly-(A)+ RNA was annealed to a custom primer (IDT, Coralville, IA, USA) containing a poly-(T) tract, a Unique Molecule Identifier, and a sample barcode. Retrotranscription using Template-switching oligonucleotides was then used to synthetize and amplify 3′UTR enriched cDNA, resulting in barcoded cDNA fragments. Library preparation was performed using the Nextera XT library preparation protocol which introduces i5-P5 and i7-P7 structure for massive parallel sequencing. Quality control was performed following pre-amplification RT and library preparation to ensure quality and length accuracy, as well as to equilibrate sample pooling. Libraries were then sequenced using a NextSeq2000 sequencer (Illumina, San Diego, CA, USA). Then, 5–10 million pair-end reads (Rd1:26; Rd2:80) were sequenced for each sample and demultiplexed using Cutadapt v4. RNA-seq was carried out at the Genomics Unit of the Center for Applied Medical Research (CIMA, Universidad de Navarra).

### 4.8. G/D RNA-Seq Bioinformatic Analysis

RNA sequencing data analysis was performed using the following workflow: (1) the quality of the samples was verified using FastQC v0.11.8 software and the trimming of the reads with trimmomatic [79,80]; (2) alignment against the mouse reference genome (GRCm39) was performed using STAR v2.7.9a [81]; (3) gene expression quantification using read counts of exonic gene regions was carried out with featureCounts [82]; (4) the gene annotation reference was Gencode vM33 [83]; and (5) differential expression statistical analysis was performed using R/Bioconductor [84]. Data are publicly available in the GEO database with the accession number GSE298504.

First, gene expression data was normalized with edgeR and voom [85,86]. After quality assessment and outlier detection using R/Bioconductor [84], a filtering process was performed. Genes with read counts lower than 5 in more than the 50% of the samples of all the studied conditions were considered as not expressed in the experiment under study. LIMMA was used to identify the genes with significant differential expression between experimental conditions [86]. Genes were selected as differentially expressed using a B cutoff B > 0. Further functional and clustering analyses and graphical representations were performed using R/Bioconductor and clusterProfiler [84,87]. The functional analyses included hypergeometric-based GO enrichment analysis and Gene Set Enrichment Analysis (GSEA) with MSigDB C2 collection of gene sets [87,88].

To explore potential PPI, the STRING database (version 12.0) was accessed using the STRINGdb R package, version 2.14.3 (score threshold = 400; species = Mus musculus, NCBI taxonomy ID: 10090) [89]. Protein-coding genes that were significantly differentially expressed (B > 0) and, among these, only those showing a larger magnitude of change (|Log_2_FC| > 1), were mapped to their corresponding STRING identifiers, with unmapped entries excluded. The resulting identifiers were then used to construct a PPI network in the STRING online platform (version 12.0) using default settings: full STRING network, edges displayed as confidence scores, all interaction sources enabled, and a minimum required interaction score of 0.9.

### 4.9. Statistical Analysis

Statistical analyses were performed using GraphPad Prism 9 software (Graph-Pad Software, La Jolla, CA, USA). Data are presented as mean ± SEM. Differences between groups were considered significant at *p*-value < 0.05. Comparisons between groups were analyzed with unpaired Student’s t or Mann–Whitney’s U test after testing for normality with KS normality test. Correlation analysis was conducted using either Pearson correlation coefficient test or Spearman’s rank coefficient test, depending on normality.

## Figures and Tables

**Figure 1:**
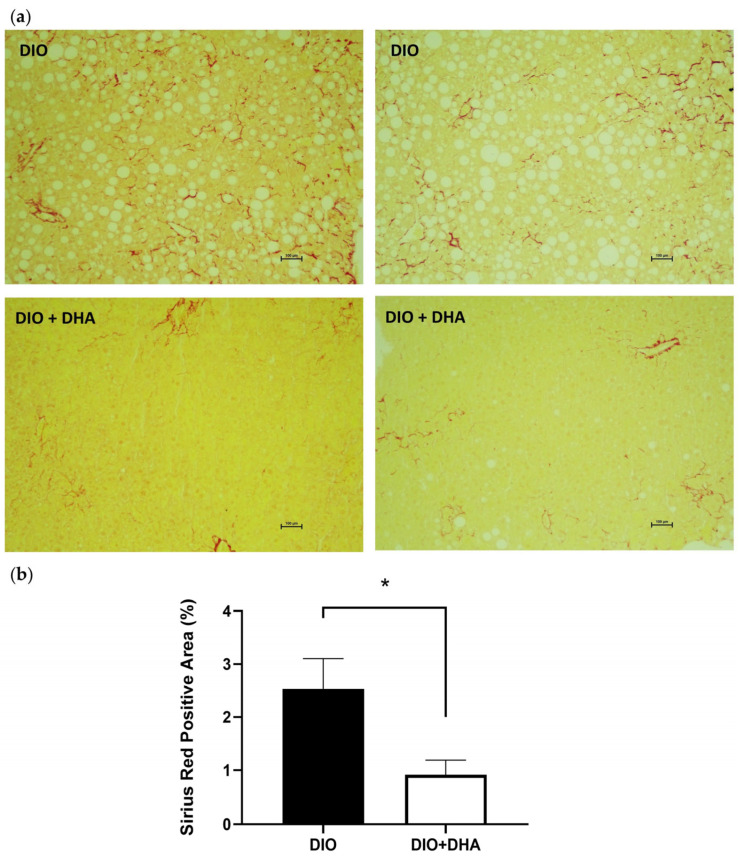
Effects of long-term DHA supplementation on liver fibrosis in aged obese female mice: (**a**) Representative liver histological cross-sections with collagen staining (Sirius Red) from 18 month-old diet-induced obese (DIO) and DIO + DHA mice. (**b**) Quantification of Sirius Red-positive areas (*n* = 5). * *p* < 0.05.

**Figure 2:**
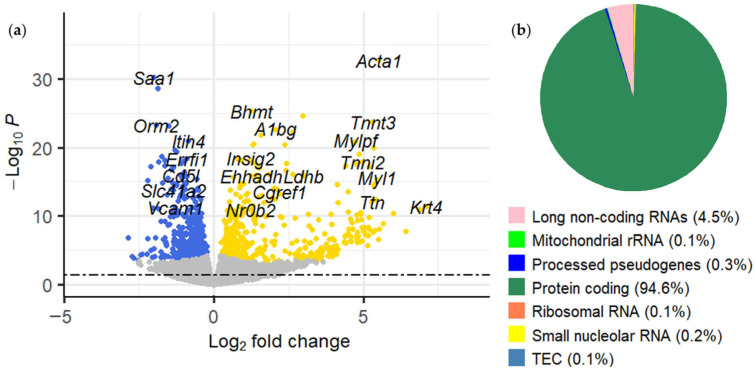
DEGs between the DIO and DIO + DHA groups in liver of obese aged female mice: (**a**) volcano plot showing the distribution of upregulated genes represented as orange dots (Log_2_FC > 0), downregulated genes represented as blue dots (Log_2_FC < 0), and gray dots for genes that are not significant. The dashed line indicates the cutoff for the *p*-value (*P*), set at 0.05; (**b**) classification of DEGs by type.

**Figure 3:**
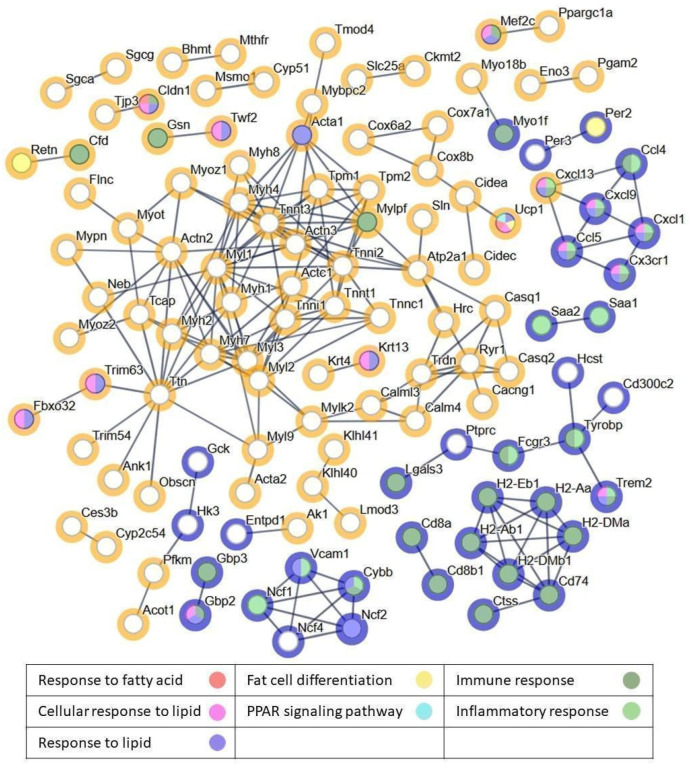
Network of PPI of the top DEGs between the DIO + DHA and DIO groups. Each protein is represented by a circle, the halo of the circle indicates that the RNA is downregulated (blue) or upregulated (orange) and the internal colors show the biological process: response to fatty acid (red), cellular response to lipid (pink), response to lipid (purple), fat cell differentiation (yellow), PPAR signaling pathway (blue), immune response (dark green), and inflammatory response (green).

**Figure 4:**
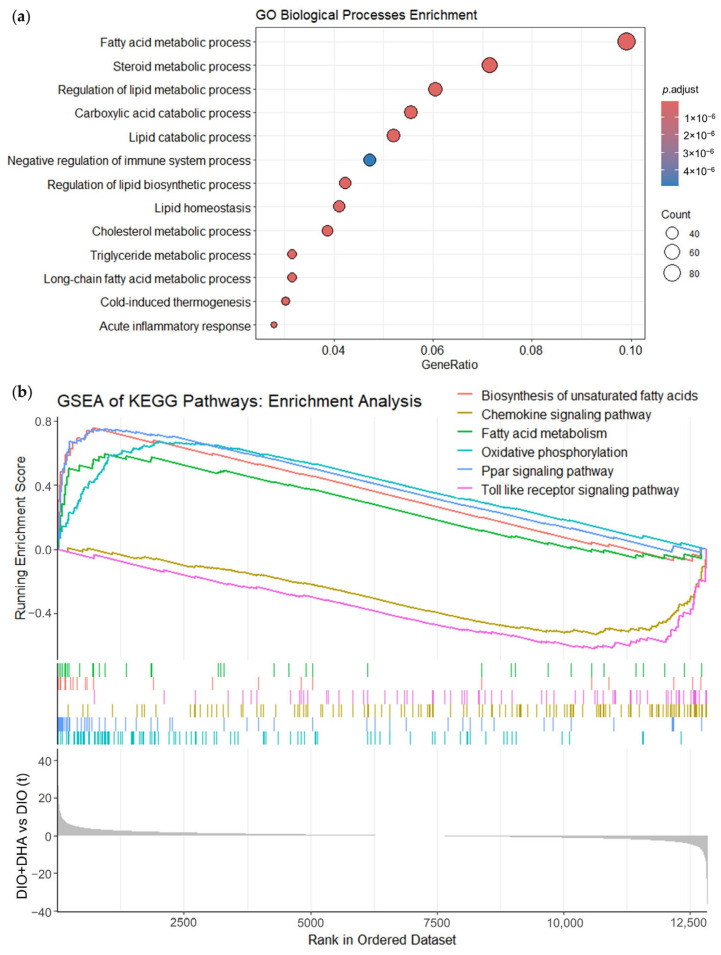
Functional analysis of biological processes and pathways significantly modified by DHA treatment in aged obese female mice: (**a**) GO analysis of biological processes; (**b**) GSEA of KEGG pathways.

**Figure 5:**
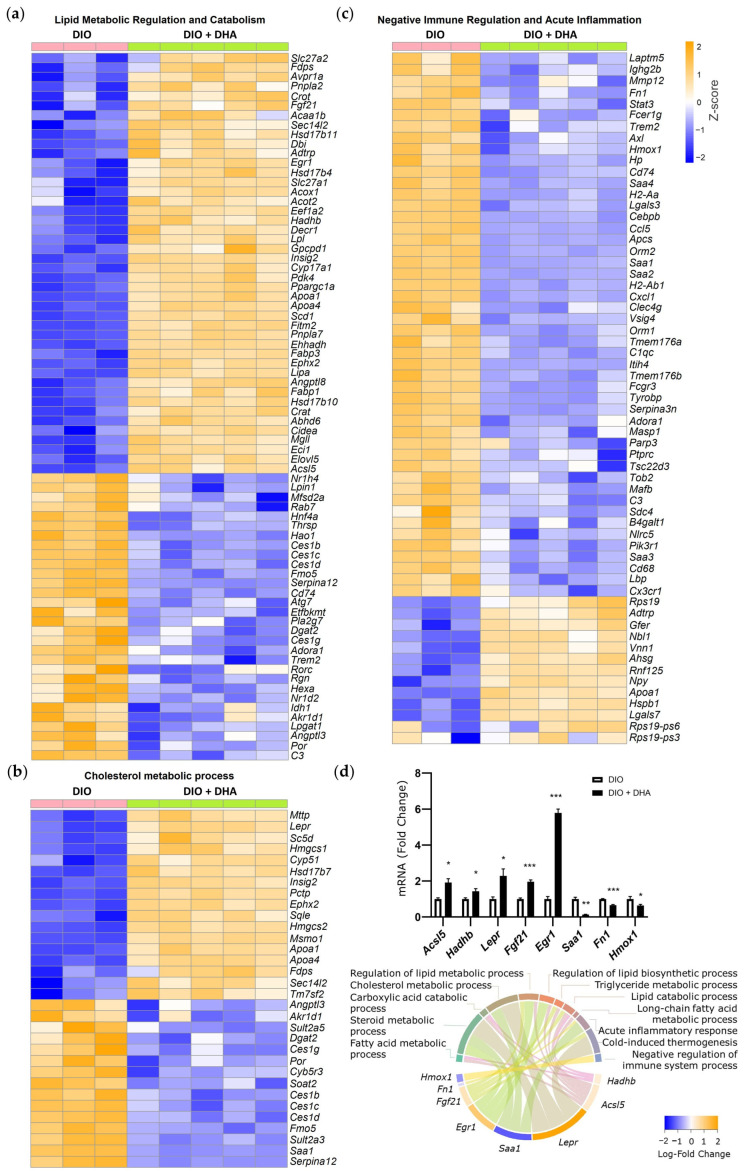
Effects of long-term DHA supplementation on the liver transcriptomic profile of aged obese female mice: (**a**–**c**) heatmap of normalized gene expression profiles (Z-score) for genes related to lipid metabolic regulation and catabolism (**a**), cholesterol metabolic process (**b**), and negative immune regulation and acute inflammation (**c**) between the DIO (pink) and DIO + DHA groups (green) in liver; (**d**) GO terms with Log-FoldChange by RNA-seq and mRNA expression by real-time PCR of *Acsl5*, *Hadhb*, *Lepr*, *Fgf21*, *Egr1*, *Saa1*, *Fn1*, and *Hmox1*. Data values are normalized to the DIO group and expressed as mean ± SEM, *n* = 5–6 animals/group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. the DIO group.

**Figure 6:**
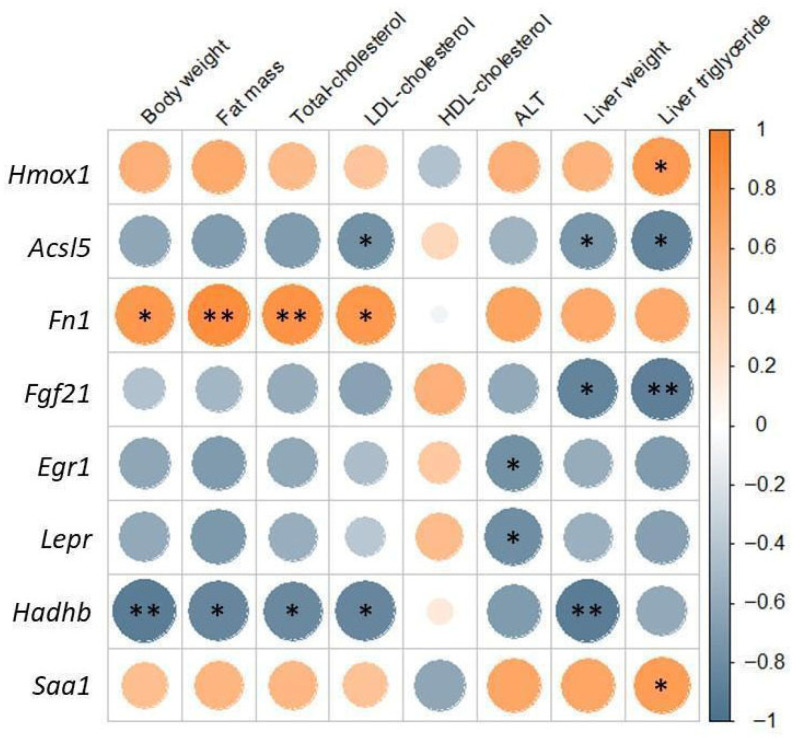
Analysis of the correlation between changes in gene expression and body composition, lipid metabolism, and MASLD biomarkers. Correlation coefficients range from −1 to 1, indicating both the direction and strength of the association: values close to +1 denote a strong positive correlation (higher gene expression associated with higher variable values), whereas values near −1 indicate a strong negative correlation (higher gene expression associated with lower variable values). * *p* < 0.05, ** *p* < 0.01.

**Table 1:** Mouse (*Mus musculus*) primer sequences for SYBR GREEN real-time PCR. Forward (Fwd) and reverse (Rev) primer sequences are shown in 5′ → 3′ orientation, with their nucleotide (nt) positions and amplicon sizes relative to corresponding NCBI mRNA record. Mean C_q_ values ± standard deviation (SD) and literature references are indicated.

Gene (NCBI Record)	Forward (Fwd) and Reverse (Rev) Primer Sequence and Location (5′ → 3′)		Amplicon Size (bp)	Mean C_q_ ± SD	Reference
*Acsl5* *(NM_027976.2)*	Fwd: TCGATGCAATGCCTGCACT Rev: TGCAGGGACTGAAGGCCA	(nt 3008–3026) (nt 3057–3074)	67	22.84 ± 0.56	[71]
*Egr1* *(NM_007913.5)*	Fwd: GTCCTTTTCTGACATCGCTCTGA Rev: CGAGTCGTTTGGCTGGGATA	(nt 582–604) (nt 634–653)	72	23.39 ± 1.30	[72]
*Fgf21* *(NM_020013.4)*	Fwd: CCTCTAGGTTTCTTTGCCAACAG Rev: AAGCTGCAGGCCTCAGGAT	(nt 480–502) (nt 537–555)	76	24.16 ± 0.49	[73]
*Fn1* *(NM_001276413.1)*	Fwd: ATCGCATTGGGGATCAGTGG Rev: CACTGGTCAATGGGGTCACAC	(nt 1685–1704) (nt 1914–1934)	250	18.88 ± 0.38	[74]
*Hadhb* *(NM_001289798.1)*	Fwd: CCCTGGGAGCTGGCTTCTCTGA Rev: CTCAACACCACCAGCCACGACG	(nt 504–525) (nt 622–643)	140	20.37 ± 0.33	[75]
*Hmox1* *(NM_010442.2)*	Fwd: CCCAAAACTGGCCTGTAAAA Rev: CGTGGTCAGTCAACATGGAT	(nt 1247–1266) (nt 1303–1322)	76	23.69 ± 0.49	[76]
*Lepr* *(NM_146146.3)*	Fwd: TCCAGGAGAGATGCTCACACTTT Rev: TGCGTGGAACAGGTTTGAAA	(nt 3394–3416) (nt 3477–3496)	103	30.45 ± 0.72	[77]
*Saa1* *(NM_001403086.1)*	Fwd: TTGTTCACGAGGCTTTCC Rev: TGAGCAGCATCATAGTTCC	(nt 320–337) (nt 422–440)	121	30.26 ± 1.53	[59]
*36b4* *(NM_007475.5)*	Fwd: CACTGGTCTAGGACCCGAGAAG Rev: GGTGCCTCTGGAGATTTTCG	(nt 502–523) (nt 555–574)	73	19.45 ± 0.22	[18]

## Data Availability

Transcriptomic data are publicly available in GEO database with the accession number GSE298504.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms262311689/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

MASLD	Metabolic dysfunction-associated steatotic liver disease
NAFLD	Non-alcoholic fatty liver disease
MASH	Metabolic dysfunction-associated steatohepatitis
MetS	Metabolic syndrome
n-3 PUFA	Omega-3 polyunsaturated fatty acids
EPA	Eicosapentaenoic acid
DHA	Docosahexaenoic acid
DIO + DHA	DHA supplementation in diet-induced obese
DIO	Diet-induced obese
HFD	High fat diet
ALT	Alanine aminotransferase
PCA	Principal component analysis
DEGs	Differentially expressed genes
Log_2_FC	Log_2_ fold change
rRNA	Ribosomal RNA
TEC	Type still to be experimentally confirmed
PPI	Protein–protein interaction
GO	Gene Ontology
GSEA	Gene Set Enrichment Analysis
*Ppargc1a*	*Peroxisome proliferator-activated receptor gamma coactivator 1-alpha*
*Acsl5*	*Acyl-CoA synthetase long chain family member 5*
*Hadhb*	*Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta*
MTP	Mitochondrial trifunctional protein
*Fgf21*	*Fibroblast growth factor 21*
*Egr1*	*Early growth response 1*
*Dgat2*	*Diacylglycerol acyltransferase 2*
*Ces1*	*Carboxylesterase 1*
*Lepr*	*Leptin receptor*
*Saa*	*Serum amyloid A*
*FN1*	*Fibronectin 1*
*Hmox1*	*Heme oxygenase 1*
FFAs	Free fatty acids
FO	Fish oil
ER	Endoplasmic reticulum
IR	Insulin resistance
Fwd	Forward
Rev	Reverse
nt	Nucleotide

# Supplementary material for: Transcriptomic Changes Underlying the Anti-Steatotic Effects of DHA Supplementation in Aged Obese Female Mice
**Source:** Int J Mol Sci. 2025 Dec 2;26(23):11689. doi: 10.3390/ijms262311689
**Supplement:** Supplementary file 1

# Transcriptomic changes underlying the anti-steatotic effects of DHA supplementation in aged obese female mice

Álvaro Pejenaute Martínez de Lizarrondo <sup>1,2#</sup>, Paula Martín-Climent <sup>1,2,3#</sup>, María Martínez-Rubio <sup>1</sup>, Jesús Saborido-Gavilán <sup>1,3</sup>, Neira Sáinz <sup>1,3</sup>, Elisa Félix-Soriano <sup>1</sup>, Miriam Samblas <sup>1</sup>, Mónica Alfonso-Núñez <sup>1</sup>, Elizabeth Guruceaga <sup>4,5</sup>, M Pilar Lostao <sup>1,2,3,4</sup>, Pedro González-Muniesa <sup>1,2,3,4</sup>, and María J Moreno-Aliaga <sup>1,2,3,4,\*</sup>

# Share equal first authorship

**Table S1. Effects of long term DHA supplementation on body weight, body composition, food intake, serum cholesterol profile and markers of MASLD in 18-month-old obese female mice.**

|                                  | DIO          | DIO + DHA       |
|----------------------------------|--------------|-----------------|
| Body weight (g)                  | 48.7 ± 3.1   | 44.9 ± 1.6      |
| Fat mass (%)                     | 52.6 ± 2.4   | 50.6 ± 1.6      |
| Lean mass (%)                    | 37.5 ± 1.8   | 37.6 ± 1.4      |
| Food intake (kcal/day)           | 11.7 ± 0.2   | 11.2 ± 0.2      |
| Total-cholesterol (mg/dL)        | 130.8 ± 10.1 | 95.8 ± 9.1 *    |
| LDL-cholesterol (mg/dL)          | 68.3 ± 7.8   | 32.1 ± 5.8***   |
| HDL-cholesterol (mg/dL)          | 49.9 ± 3.0   | 53.8 ± 4.9      |
| ALT (U/L)                        | 172.1 ± 30.6 | 83.2 ± 2.3 *    |
| Liver weight (g)                 | 1.5 ± 0.1    | 1.2 ± 0.0 **    |
| Liver triglyceride (mg/g tissue) | 177.5 ± 9.3  | 100.9 ± 6.5 *** |

Data are expressed as mean ± SEM. n = 6 (DIO) or n= 5 (DIO + DHA) animals/group. \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001 vs DIO group.

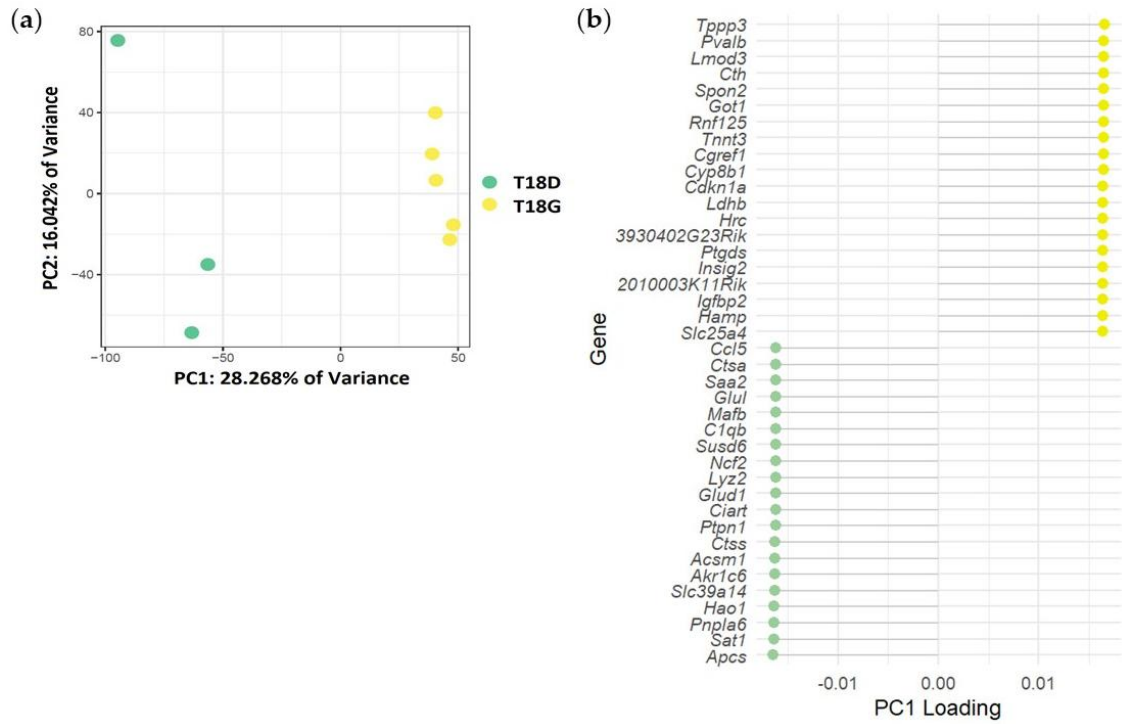

Figure S1. a) PCA analysis of the samples of DIO (green) and DIO+DHA groups (yellow). b) Top Genes Contributing to PC1 that explain 28% of variance.

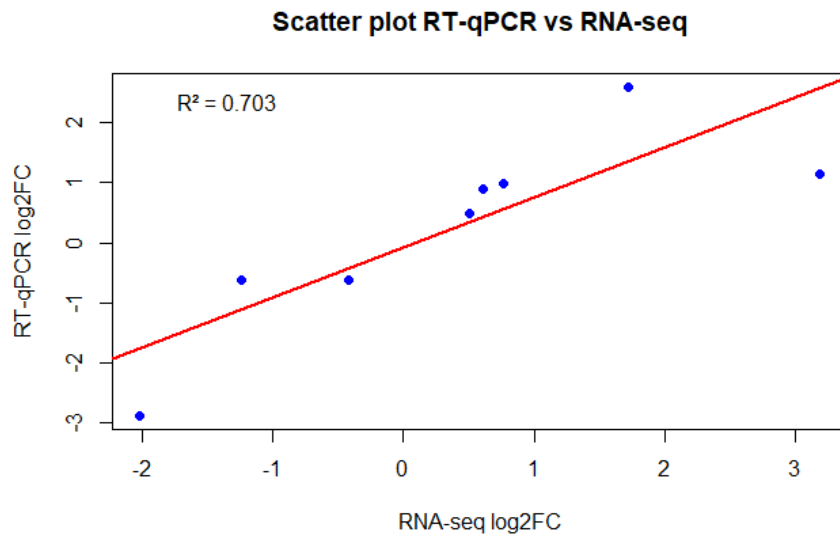

Figure S2. Concordance between RNA-seq and RT-qPCR results. Scatter plot of log2 fold-change (log2FC) values measured by RNA-seq (x-axis) versus RT-qPCR (y-axis) for the 8 selected genes. Each point represents one gene. The red line indicates the linear regression fit. The coefficient of determination ( $R^2 = 0.70$ ) are shown.

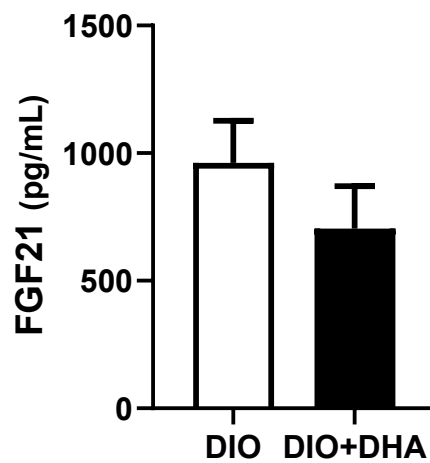

Figure S3. Effects of long-term DHA supplementation on FGF21 serum levels of aged diet-induced obese (DIO) female mice. Data are mean  $\pm$  SEM (n = 6-5 animals per group)

How the deposited data were processed for this re-analysis (not part of the article)

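Liver RNA of 8 aged obese female mice was compared, 3 of the DIO group and 5 of the DIO + DHA group, with 1 library per mouse. Which library belonged to which group and replicate was taken from the sample labels and the paper. The replicate numbers 1, 4 and 5 occurred in both groups.

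The authors purified poly(A) RNA, made 3′-enriched cDNA with a primer that carries a sample barcode and a unique molecular identifier, trimmed and aligned the reads to GRCm39 with STAR, and counted them on the exons of GENCODE mouse release 33 with featureCounts 1.6.0. The deposited values are whole-number counts per gene, without normalization. None of the 8 counting commands set a strand, multi-mapping or overlap option, so counting was unstranded, used unique alignments and left out reads shared by overlapping genes. Whether molecular identifiers were collapsed is not stated, so counting intervals and floors cover counting error only and may be too narrow. Because most reads come from 3′ ends, the counts do not separate isoforms and were not divided by gene length.

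The 8 count tables were joined on the gene identifier, with 56884 genes in each. Names and types came from the paper's result table for the 1999 rows read of it, and from GENCODE mouse release 39 for the other genes. That release held 56323 of the identifiers, the paper's table alone named 10 more, and 551 stayed without a name. Coordinates came from the deposited tables. The libraries held 1723800 to 5690347 counts, with a median of 4495644, and DIO replicate 1 was the shallowest. A gene was tested unless its count was below 5 in more than 50% of the libraries of each group, as in the paper's methods, which left 12412 genes.

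Counts were normalized by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with robust dispersions and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The paper's own test, limma-voom with a log-odds B above 0, was run with limma 3.58.1 and a prior proportion of 0.01. Genes named in the text are those the paper names, the 5 higher and 5 lower genes with the smallest p-value and the 5 of each with the largest fold change and a mean of at least 1 CPM, in both cases among called genes whose groups did not overlap, and members of a list with the largest mean CPM. The paper's result table was read in part, the first 1999 of its 12838 rows, and no overlap or set test was run on it.

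Hand-written lists of genes by function and of genes of other tissues stand in for the Gene Ontology and KEGG sets, which were not used here. They were written from general knowledge after the top of the paper's result table had been seen and before the counts were. The lists were tested with camera at a preset correlation of 0.01. Summed CPM of the other-tissue lists was compared by an exact two-sided permutation test over the 56 splits of the libraries. Reactome sets of 10 to 500 genes came with fgsea 1.28.0. Principal components used log2 CPM with a prior count of 2. A group with 0 counts in all libraries was given a floor of 3 counts, and ratios with 1 to 3 counts a 95% exact interval.

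The tests were tried on simulated counts of 12412 genes for 5 against 3 libraries. In these, 200 genes with a mean of at least 5 CPM were changed. Of 12042 genes that passed the filter there, the edgeR test recovered 95% of changes of 2-fold and 47% of changes of 0.5 on the log2 scale, with 9 false calls among 151, and made 0 calls when no gene was changed. So a change of 0.5 on the log2 scale was often missed in the simulation, which does not cover changes in lower genes. Far more genes were called in the data, 1883, and this makes the adjusted threshold easier to pass. Of these, 727 had a log2 fold change between -0.5 and 0.5. The simulated rates are therefore not the power of the real comparison.

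Alternatives covered normalization (DESeq2 size factors, library size, TMM without genes of other tissues), the test (the Wald test of DESeq2 1.42.0, limma-voom), the filter, the thresholds, the replicate number as a block, the set test and leaving out each library in turn. Quantitative PCR, histology and serum measurements were not analysed here, nor was the protein interaction network.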

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

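The tests in this part were chosen after the result was seen, since muscle, keratin and brown adipocyte genes had been seen at the top of the paper's result table before the lists were written.

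Skeletal muscle transcripts, a signal in genes the paper does not discuss, were higher in the DIO + DHA libraries than in the DIO libraries. The summed CPM of the 50 listed genes was 66.9 ± 4.88 (SD, n = 3) in the DIO group and 1926 ± 65.6 (SD, n = 5) in the DIO + DHA group, 28.8-fold higher, in 5 of 5 libraries (exact two-sided permutation p = 0.0179, the smallest possible, adjusted 0.0290). All 48 tested genes were higher, with a median log2 fold change of 4.92, or 4.86 with the 3 genes at 0 counts in the DIO group set to their floor. The most abundant were Acta1, Tnnt3 and Mylpf, at 545, 196 and 166 CPM in the DIO + DHA group. Of the 48 genes, 45 had counts in the DIO libraries too and 20 are on another list. The tables argue against library size as the cause: DIO totals lie on both sides of the DIO + DHA totals, and the highest DIO library was at 70.7 CPM. The presence of skeletal muscle RNA in the DIO + DHA libraries is consistent with all 48 genes rising. How it came there stays open. Sequences of other libraries of the pool, such as a muscle sample, cannot be told apart from RNA in the tissue, since the barcodes of other samples are not analysed here; the coefficient of variation between the 5 libraries was 3.41%. Muscle tissue taken with each liver also stays open, although the lowest library, at 1849 CPM, was close to the others. A transcriptional response of the liver to DHA was not tested.

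Squamous epithelium transcripts were also outside what the paper discusses. Their summed CPM was 240 ± 9.94 (SD, n = 3) and 388 ± 11.6 (SD, n = 5), 1.62-fold higher (exact permutation p = 0.0179). Of 17 tested genes, 15 were higher, among them Krt13 and Krt4, so skeletal muscle RNA alone cannot be the cause, since those keratins belong to another tissue. The median log2 fold change was 4.64, or 2.67 with the 6 genes at 0 counts in the DIO group at their floor. Perp and Ly6d, the most abundant of the list, are expressed in the DIO livers and rose by 0.26 and 0.32 on the log2 scale. Another source of epithelial RNA was not tested.

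Brown adipocyte transcripts were 6.67-fold higher, from 39.1 ± 2.06 CPM (SD, n = 3) to 261 ± 15.9 CPM (SD, n = 5), with 8 of 9 tested genes higher. Ucp1, which muscle lacks, had 89 counts over the DIO + DHA libraries, 8 to 25 in each, and 0 in the DIO libraries, which argues against muscle RNA as its source. Cidea also rose, from 0.118 to 2.61 CPM. Of the 8 higher genes, 3 are also on a muscle list, Cox6a2, Cox8b and Cox7a1. For these, muscle and brown adipocyte RNA cannot be told apart, since both tissues express them. These 3 genes held most of the list's sum, at 26.7 CPM in the DIO group and 202 CPM in the DIO + DHA group. The 6.67-fold rise of the sum therefore does not by itself show brown adipocyte RNA. Smooth muscle transcripts were 2.61-fold higher, from 68.7 to 179 CPM (SD 6.79, n = 3, and 11.6, n = 5), with 6 of 10 tested genes higher. No explanation was tested for them.

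Genes of the circadian clock, which the paper does not discuss, had a median log2 fold change of -0.68 over 10 genes listed as evening genes. Of these, 8 were lower and none higher at an adjusted p under 0.05. Of 4 genes listed as morning genes, 1 was higher and none lower, with a median of 0.44. Ciart and Per2 fell by 2.26 and 1.02 on the log2 scale. The fall of 8 evening genes beside the higher morning gene could come from different times of day at collection. Nr1d1, listed as an evening gene, had a positive change (0.28, not past the threshold). Genes listed together need not peak at the same hour, so Nr1d1 does not decide on this. A shift of the clock by the diet could give the same pattern. The paper states that the mice had fasted overnight but does not name the hour of collection, so the explanations cannot be told apart. The gene list was written after Ciart had been seen.

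Single libraries stood far from the others of the DIO + DHA group in 3 of 61 groups of values, by a gap divided by the group's range above 0.71, which in simulated normal groups of 5 happens in 4.91%. They were the summed CPM of the white adipocyte list in replicate 4 (ratio 0.7101, 1638 CPM against a lowest of 1521), that of the intestinal epithelium list in replicate 6 (ratio 0.735, 360 CPM against a lowest of 307), and Col3a1 in replicate 4 (ratio 0.752, 3.21 CPM against a highest of 5.62). The number is what chance gives, and no explanation was tested.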

How the results depend on the processing

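All alternatives here were chosen before the data were examined, except those of the correlation of Fgf21 and Egr1, chosen after seeing the data. The calls under leave-one-out fits are given as ranges.

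The gene lists past the threshold and the called named genes kept their direction in each setting they were run under. The filter of 10 counts in every library tested 25 of the 44 named genes and filterByExpr 39, so nothing is known of the others there. The number of genes called by edgeR was 1883, with more higher than lower. That balance was not kept with library size alone as the scaling (904 higher, 961 lower), with filterByExpr (877 and 888) or with 10 counts in every library (665 and 751). The number was 1225 at an adjusted p under 0.01. Across the 8 fits that each left out 1 library it was 1432 to 1859. At an absolute log2 fold change above 1 it was 556, or 499 to 578 when libraries were left out, and above 1.5 it was 334. With 10 counts required in every library, it was 134 above 1 (56 higher, 78 lower). That filter removes strongly raised genes near 0 in the DIO group. At B above 0 it was 860, with 1542 at a prior proportion of 0.1 and 1862 for an adjusted p, and 633 to 840 across the leave-one-out fits. The DESeq2 Wald test gave 1317 calls. The 115 Reactome sets became 0 with an estimated correlation and 316 with fry; the cause was not tested, and leaving out libraries gave 97 to 139. No scaling moved the median of all genes by over 0.1.

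With an estimated correlation, the adjusted p of the B cell genes was 0.120, of the mitochondrially encoded subunits 0.173 and of the oxidative phosphorylation subunits 0.159; with fry, it was 0.0822 for the mitochondrially encoded subunits and 0.0270 for the liver isoforms of cytochrome c oxidase, which was 0.0486 with TMM without genes of other tissues. Leaving out libraries gave 0.0115 to 0.187 for the B cell genes and 0.0166 to 0.122 for the liver isoforms. The cause was not tested.

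Among summed lists, the mean of log2(CPM + 1) in place of the sum gave 0.11 for exocrine pancreas (exact permutation, adjusted p = 0.0464) and -0.0342 for hepatocytes (adjusted p = 0.116 from the same exact permutation test), opposite in sign to the main values, which did not pass. It gave 0.31 for gallbladder and 0.63 for white adipocytes, which had not passed by the sum, and 0.0310 for intestinal epithelium, which lost its call. This mean weighs low genes more. Across the leave-one-out fits, the log2 ratio ranged as follows: skeletal muscle 4.799 to 4.899, fast muscle isoforms 4.98 to 5.17, slow and cardiac isoforms 1.304 to 1.43, muscle cytochrome c oxidase 2.86 to 2.98, brown adipocyte 2.704 to 2.77, smooth muscle 1.35 to 1.47, squamous epithelium 0.67 to 0.72, intestinal epithelium 0.39 to 0.45, white adipocyte -0.00679 to 0.0580, exocrine pancreas -0.16 to 0.0105, hepatocyte -0.0178 to 0.0435, erythroid -0.17 to -0.0964 and gallbladder 0.18 to 0.27. With 2 against 5 libraries, no list passed the exact permutation test after adjustment, so the 8 called lists lost their call without any DIO library by construction. The hepatocyte list was -0.00292 without DIO + DHA replicate 4 and -0.0136 without replicate 6, and white adipocyte -0.00230 without DIO replicate 5. Gallbladder without DIO + DHA replicate 5 and erythroid without replicate 6 passed.

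The log2 fold change of Col1a2, which passes no threshold, reversed with limma-voom (0.0345) and the block (0.0920), and ranged from -0.40 to 0.41 across the leave-one-out fits; that of Col1a1 ranged from -0.19 to 0.23. It was 0.13 for Col1a1 without DIO + DHA replicate 1, and for Col1a2 0.000527 without DIO + DHA replicate 4 and 0.0645 without replicate 6. Hadha lost its call in 1 alternative and 5 leave-one-out fits and Rplp0 in 1 alternative. Col4a1 gained one in 3 alternatives and 2 leave-one-out fits. The correlation of Fgf21 and Egr1 within the groups, -0.370, was -0.385 with DESeq2 size factors, -0.235 with library size alone and -0.592 to 0.0329 across the leave-one-out fits, where it reversed without DIO replicate 1; it passed in none.

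With the replicate number as a block, edgeR called 1538 genes, 501 of them with an absolute log2 fold change above 1, and 748 genes had B above 0; the call of Rplp0 was lost. The numbers do not pair the libraries: the deviations from the group means of libraries with the same number had correlations of -0.016, -0.094 and -0.0027. No call made by the gene lists changed.

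Depth limits low genes: DIO replicate 1, at 1723800 counts, is the shallowest, and genes near 1 CPM such as Fgfr1 and Col1a1 have standard errors of 0.47 and 0.49 on the log2 scale.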

Differences from the paper's values

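No test in this part was chosen after the result was seen. The paper counts 1 ribosomal RNA among its genes and 2 were found here. Among the genes called by edgeR there was 1, as in the paper, although that test calls more genes of other types. No other setting was run for that number.

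The lowest library held 1.72 M counts on genes (M for mega) against the paper's 5 M read pairs, and the highest 5.69 M counts against the paper's 10 M read pairs. These are different quantities, and no alternative concerns them.

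The paper's discussion names Scd1 among lipogenic genes lowered by DHA, in support of its earlier work, while here it was higher in 5 of 5 libraries, with a log2 fold change of 1.30. The paper's own result table, of which the first 1999 of 12838 rows were read, also has it higher. Srebf1, which the paper also calls lower, had -0.36 and did not pass (adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); no setting called it. The paper reports no difference in collagen genes, while here Col14a1, named after its values were seen, had a log2 fold change of -0.41 (adjusted p = 0.0282 from the same edgeR test). It did not pass when adjusted over the list alone or at B above 0. The other 17 tested were not called, which does not show that they did not differ. Among them, Col4a1 had -0.45 (adjusted p = 0.0507 from the same edgeR test) and was called with library size alone as the scaling (0.0466), with 10 counts in every library (0.0460) and with filterByExpr (0.0453). It was also called without DIO replicate 5 (0.0216) or DIO + DHA replicate 1 (0.0284). Col6a3, named after its values were seen, had -1.20 (adjusted p = 0.0707 from the same edgeR test).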

Other observations

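The counts of splits and the tests of matched lists, macrophage RNA, shared RNA and the study's table in this part were chosen after the result was seen; the test of muscle RNA for oxidative phosphorylation was set before its result was seen, although after muscle genes had been seen in the paper's result table.

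Of the 56 splits of the libraries into 3 and 5, only the real one gave as many genes by edgeR, as many with an absolute log2 fold change above 1, as many at B above 0 and as many Reactome sets, 1 of 56 each. As many gene lists passed in 2 of 56. A camera p as small was found in 1 of 56 for the acute phase, chemokine, cholesterol biosynthesis, fatty acid oxidation, macrophage, MHC class II, PPAR alpha and unsaturated fatty acid lists, and in 2 of 56 for the T cell and Toll-like receptor lists. For the B cell genes it was 7 of 56, for the oxidative phosphorylation subunits 7, for collagens 8, for lipogenesis 8, for the liver isoforms of cytochrome c oxidase 8 and for the mitochondrially encoded subunits 11, so for these the grouping of the libraries is not set apart from other groupings. The B cell list had a median log2 fold change of -0.31 with 1 of 11 genes lower, and the mitochondrially encoded list 0.21 with 1 of 8 higher.

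Oxidative phosphorylation genes may be higher in part through skeletal muscle RNA. The liver isoforms of cytochrome c oxidase had a median log2 fold change of 0.18 (camera adjusted p = 0.0507), while the muscle isoforms had 4.75. This test cannot tell, since 3 liver isoforms lie at the threshold. The list's median lay at percentile 100 of 10000 random lists matched on length, GC content and expression, whose middle 95% ran from -0.02 to 0.12, which argues against those properties as the cause. Ribosomal protein genes, 79 in number, had a camera p of 6.5e-15 at the preset correlation, without adjustment. With a correlation estimated from the data, the camera p was 0.0683, which did not pass. Their median was 0.23, also at percentile 100, with a random range of -0.02 to 0.12, and 24 of these genes were higher. Rplp0, also named 36b4, is one of them: it was at 361 ± 1.46 CPM (SD, n = 3) in the DIO group and 428 ± 29.6 CPM (SD, n = 5) in the DIO + DHA group, a log2 fold change of 0.25 (adjusted p = 0.00849 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost under the replicate block.

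Of 35 tested genes of macrophages and Kupffer cells, 28 were lower at an adjusted p under 0.05, but they did not move alike. Trem2 and Cd68 fell by 1.91 and 1.36 on the log2 scale, Cd163, Cd14, Spp1 and Timd4 had no change past the threshold, and Marco rose by 0.66 (adjusted p = 1.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A lower share of macrophage RNA would not by itself raise Marco. For the 28 lower genes, a lower share of macrophage RNA and lower expression in the same number of cells cannot be told apart, since the counts come from whole liver. The unevenness was not tested as a set, and it does not decide between them, because RNA of the same genes from other cells, or a changed mix of macrophages, may make the falls differ.

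Libraries of a group were close to each other for separate mice, with 29 of 1210 abundant genes above a coefficient of variation of 20% in the DIO group and 15 in the DIO + DHA group. If preparation added no spread, libraries made from shared RNA would differ by counting error alone. The closest pair had a mean chi-square per degree of freedom of 3.02. That is above counting error, but preparation adds spread of its own, so shared RNA and separate mice cannot be told apart by it.

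The paper's result table, of which 1999 of 12838 rows were read, and the limma-voom fit had log2 fold changes with a correlation across genes of 1.00 over 1923 genes, which are not independent replicates. The mean log2 expression of the same genes differed by an SD of 0.411, and the table's t statistics have 37.8 degrees of freedom against 31.2 here. This is consistent with libraries of other groups in the study's fit.

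The other lists of tissues gave these summed CPM in the DIO and DIO + DHA groups (n = 3 and n = 5): fast muscle isoforms 21.0 and 698, slow and cardiac muscle isoforms 61.2 and 159, muscle isoforms of cytochrome c oxidase 26.7 and 202, white adipocyte 1535 and 1557, exocrine pancreas 35.8 and 34.1, intestinal epithelium 237 and 322, erythroid 1770 and 1624, gallbladder and bile duct 64.1 and 75.7, and hepatocyte 259304 and 260533. The exact two-sided permutation p was 0.0179 for the muscle lists and for intestinal epithelium, 0.643 for white adipocyte, 0.518 for pancreas, 0.0893 for erythroid, 0.0357 for gallbladder and 0.857 for hepatocyte genes.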
